# Endocardial HDAC3 is required for myocardial trabeculation

**DOI:** 10.1038/s41467-024-48362-6

**Published:** 2024-05-16

**Authors:** Jihyun Jang, Mette Bentsen, Ye Jun Kim, Erick Kim, Vidu Garg, Chen-Leng Cai, Mario Looso, Deqiang Li

**Keywords:** Cell proliferation, Development, Cell lineage

## Abstract

Failure of proper ventricular trabeculation is often associated with congenital heart disease. Support from endocardial cells, including the secretion of extracellular matrix and growth factors is critical for trabeculation. However, it is poorly understood how the secretion of extracellular matrix and growth factors is initiated and regulated by endocardial cells. We find that genetic knockout of histone deacetylase 3 in the endocardium in mice results in early embryo lethality and ventricular hypotrabeculation. Single cell RNA sequencing identifies significant downregulation of extracellular matrix components in histone deacetylase 3 knockout endocardial cells. Secretome from cultured histone deacetylase 3 knockout mouse cardiac endothelial cells lacks transforming growth factor ß3 and shows significantly reduced capacity in stimulating cultured cardiomyocyte proliferation, which is remarkably rescued by transforming growth factor ß3 supplementation. Mechanistically, we identify that histone deacetylase 3 knockout induces transforming growth factor ß3 expression through repressing microRNA-129-5p. Our findings provide insights into the pathogenesis of congenital heart disease and conceptual strategies to promote myocardial regeneration.

## Abstract (web summary)

Lack of trabeculation compromises heart structure and function. How myocardial trabeculation is regulated by nonmyocytes is poorly understood. Researchers found that histone deacetylase 3 in the developing endocardial cells guides myocardial trabeculation by inducing growth signals.

## Introduction

Congenital heart disease (CHD) is the most common congenital disorder, and the leading cause of mortality from birth defects^1^. Defective myocardial growth is either the primary manifestation or associated with many forms of CHD^2,3^. In the early primitive heart (mouse embryonic day 8-10), inner cardiac endothelial cells (CECs), also called endocardial cells, and outer cardiomyocytes (CMs), which are separated by extracellular matrix (ECM), co-contribute to early myocardial trabeculation (i.e., formation of myocardial meshwork extending to cardiac chamber)^4–6^. CECs juxtapose myocardial trabeculae and lead myocardial trabeculation by secretion of growth factors such as Neuregulin 1 (NRG1) and transforming growth factor ß (TGFß)^2,3,5^. Meanwhile, CECs support trabeculation by secreting ECM (e.g., various collagens, versican) that facilitate the traveling of CEC secreted growth factors to trabecular myocardium and support trabecular CM proliferation^4,7^. Surprisingly, disruption of ECM components alone (e.g., hyaluronan synthase-2, versican) prevents the proper formation of trabeculae in mice^8,9^. Although CECs play such important roles during ventricular trabeculation, it remains poorly understood how these ECM proteins and growth factors are regulated in the developing CECs.

TGFß signaling pathway is involved in many fundamental cellular processes in both adults and developing embryos including cell proliferation, differentiation, migration, and apoptosis^10,11^. The TGFß superfamily includes many different ligands (e.g., Bone morphogenetic proteins, Growth and differentiation factors, Activin, Nodal, TGFß). These ligands bind to their specific type II receptors, which triggers phosphorylation of type I receptor, eventually leads to phosphor-Smad2/3 localized to the nucleus and drives a variety of downstream target gene expression, which is the canonical TGFß signaling pathway^12^. In addition, the binding of ligands to receptors can also directly activate multiple non-Smad mediated intracellular signaling pathways such as MAP kinase pathways and phosphatidylinositol-3-kinase/AKT pathways^13,14^. These non-Smad (noncanonical) TGFß signaling pathways are equally critical for driving some specific cellular processes (e.g., cell proliferation, cell survival, endothelial/epithelial mesenchymal transition)^13,14^. During cardiovascular development, unsurprisingly, TGFß signaling is implicated in most morphological events including cardiac lineage specification, cardiac looping, valvogenesis, and cardiomyogenesis^15^. The TGFß family includes TGFß1, TGFß2, and TGFß3. Although TGFß1, TGFß2 and TGFß3 are abundantly expressed in the developing endocardium and epicardium, it appears that they do not perform redundant functions: individual knockout results in different phenotypes^15^. For instance, global knockout of either *Tgfß2* or *Tgfß3* result in early perinatal lethality, presenting hypoplastic hearts with thin myocardium^16,17^, suggesting that they play critical roles for myocardial growth. In contrast, global knockout of *Tgfß1* lead to partial embryonic lethality with survivors appearing phenotypically normal in first the two weeks of life^18^. Nonetheless, it is poorly understood how the expression of TGFß ligands are regulated in the early developing heart.

Epigenetic modulators such as histone deacetylases (HDACs) are critical for early heart development as key regulators of gene expresison^19,20^. There are 18 known human HDACs, which can be subdivided into four classes based on their function and DNA sequence similarity. Class I HDACs include HDAC1, HDAC2, HDAC3, and HDAC8, and are predominantly nuclear and ubiquitously expressed^21^. Although class I HDACs have high degree of homology, global knockout of each causes early embryonic lethality^19^, suggesting distinct roles during early heart development. Global deletion of *Hdac3* leads to early embryonic lethality at gastrulation^22^. In the developing heart, lack of *Hdac3* in cardiac progenitors disrupts secondary heart field development^23^, lymphovenous valve morphogenesis^24^, and CM lineage specification^25^. Recently, we reported that HDAC3 in the developing epicardium plays a critical role in supporting compact myocardial wall expansion^26^. It is unclear whether or how HDAC3 in the developing endocardium impacts myocardial trabeculation.

In the current study, we investigated the role of HDAC3 in the developing endocardium during early heart development.

## Results

### Cardiac endocardial KO of *Hdac3* leads to hypotrabeculation

To study the role of HDAC3 in the cardiac endothelium during early heart development, *Hdac3* was specifically deleted in the endothelial cells using *Tie2-Cre*^27^, while its expression in other cells including CMs remains intact (Supplementary Fig. 1). Note: since *Tie2-Cre* is transiently expressed in oocytes^28^, the mating scheme was always *Hdac3*^*f/+*^*; Tie2-Cre/+* (♂) and *Hdac3*^*f/f*^ (♀). By recovering the progenies at a series of embryonic and postnatal stages, we identified that *Hdac3* KO in the developing endothelium resulted in early embryonic lethality starting at E12.5 (Supplementary Table 1). To investigate the potential cause of early embryonic lethality, we performed histological analyses. Interestingly, in *Tie2* endothelial *Hdac3* KO embryos (*Hdac3*^*tko*^), there was no noticeable phenotype in the various endothelial cell derived tissue where the *Tie2*-lineage contributes, such as endocardium (Fig. 1, Supplementary Fig. 2) and blood vessels (Supplementary Fig. 3), given that *Tie2-Cre* is active in all endothelial cells in the body^29^. In contrast, there were myocardial defects in *Hdac3*^*tko*^ embryos starting at E11.5: *Hdac3*^*tko*^ trabeculae appeared to be significantly sparser and shorter as compared to the thick and long webbing like trabecular network in littermate control hearts (Supplementary Fig. 2). This cardiac phenotype in *Hdac3*^*tko*^ mice was more prominent at E12.5 (Fig. 1a). The compact layer was also significantly thinner in *Hdac3*^*tko*^ hearts. To further validate the myocardial trabecular phenotype in endothelial *Hdac3* deleted hearts, we specifically deleted *Hdac3* in the endocardium using *Nfatc1*^*Cre/+*^, endocardial specific Cre^30^, which also resulted in embryonic lethality (Supplementary Table 2). *Hdac3*^*nko*^ (*Hdac3*^*f/f*^*; Nfatc1*^*Cre/+*^) hearts presented a similar cardiac phenotype, albeit at a later stage (E14.5): smaller and sparser trabeculae, thinner compact wall (Supplementary Fig. 4). This is consistent with the achievement of late deletion of *Hdac3* in the endocardium by *Nfatc1*^*Cre/+*^ (Supplementary Fig. 4). Nonetheless, these results confirm that the cardiac phenotypes resulting from *Tie2* endothelial *Hdac3* deletion are primarily from the endocardium, and not secondary to another endothelium (e.g., vascular). *Hdac3*^*tko*^ embryos were used for all subsequent mechanistic studies.

**Fig. 1:**
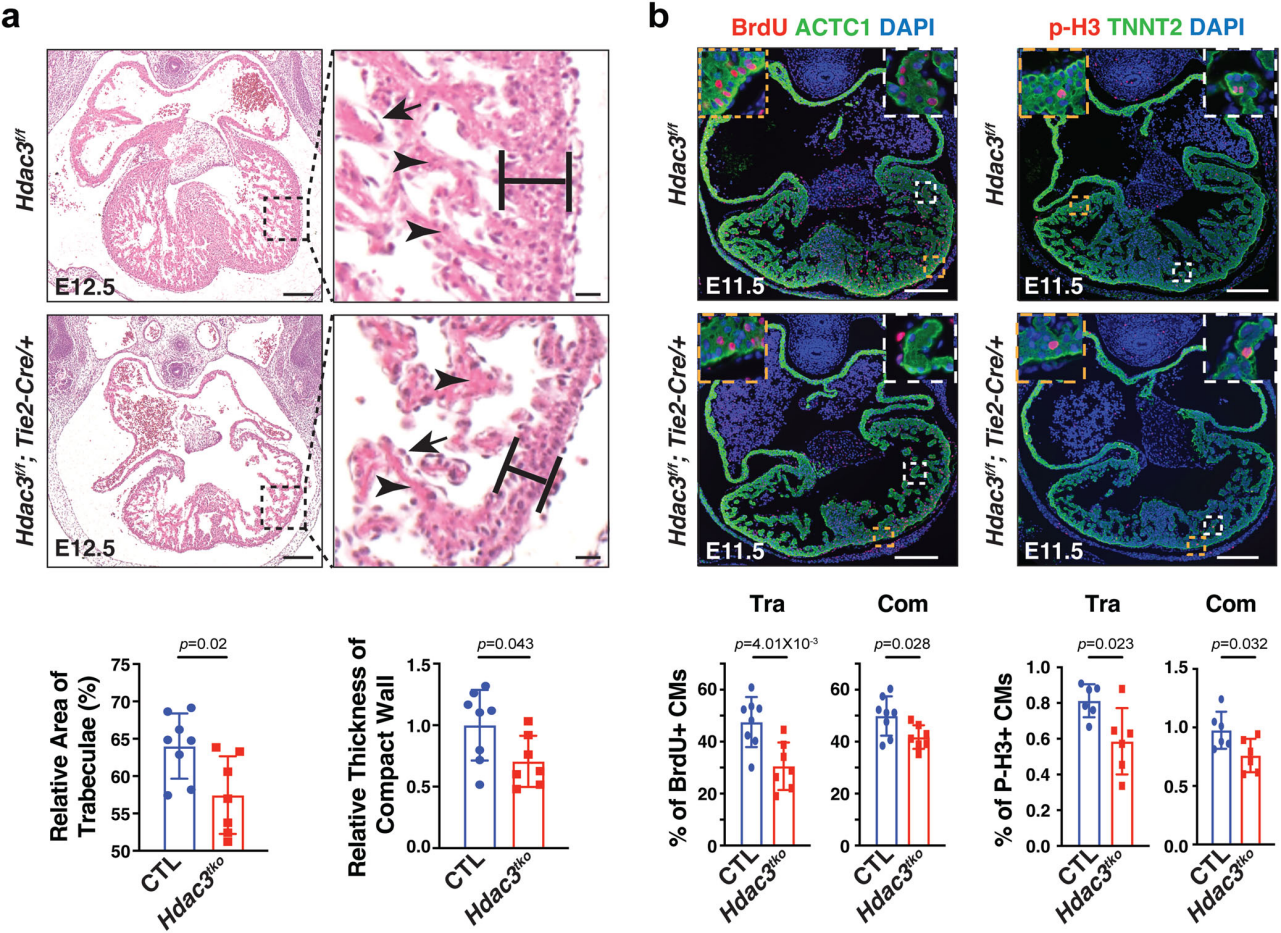
Endothelial specific deletion of Hdac3 results in hypotrabeculation. **a** Hematoxylin and eosin staining on cross sections of an E12.5 *Hdac3*^*tko*^ embryo (*Hdac3*^*f/f*^*; Tie2-Cre/+*) and a littermate control (CTL) embryo (*Hdac3*^*f/f*^). Arrows mark endocardium and arrowheads point to trabeculae. Quantifications are shown on the bottom (CTL: *n* = 8, *Hdac3*^*tko*^: *n* = 7). Scale bars, 200 μm (main panels) and 25 μm (insets). **b** Decreased cardiomyocyte (CM) proliferation in E11.5 *Hdac3*^*tko*^ hearts. Immunofluorescence staining of Bromodeoxyuridine/5-bromo-2’-deoxyuridine (BrdU) and phospho-Histone H3 (p-H3) staining. High-power Images in the trabecular myocardium (Tra) and in the compact myocardium (Com) are highlighted in white and yellow boxes respectively. Scale bars, 200 μm. Quantification of proliferation index in the trabecular and compact myocardium respectively are shown on the bottom. BrdU (CTL: *n* = 8, *Hdac3*^*tko*^: *n* = 7); p-H3 (*n* = 6 in each group). Data are presented as the mean ± SD. *P*-values were determined by unpaired two tailed Student’s *t* test. Source data are provided as a Source Data file.

### Decreased CM proliferation in endothelial *Hdac3* KO hearts

Next, we investigated whether altered cell proliferation and/or apoptosis contribute to the hypotrabeculation phenotypes in *Hdac3*^*tko*^ hearts. At E11.5, the percentage of either p-H3+ or BrdU+ CMs is significantly lower in *Hdac3*^*tko*^ trabecular and compact myocardium as compared to littermate control hearts (Fig. 1b). This finding is consistent with the hypoplastic cardiac phenotypes seen in *Hdac3*^*tko*^ hearts (Fig. 1a). In contrast, there was no significant difference in cell apoptosis between *Hdac3*^*tko*^ hearts and littermate control hearts (Supplementary Fig. 5). Decreased CM proliferation of *Hdac3*^*tko*^ hearts may result from disrupted communication from the endocardium to the trabecular myocardium. We performed single cell RNA-sequencing (scRNA-seq) on E11.5 *Hdac3*^*tko*^ hearts and littermate control hearts (Fig. 2a). We obtained high-quality scRNA-seq profiles for 23,468 and 25,547 cells from 4 *Hdac3*^*tko*^ (*Hdac3*^*f/f*^*; Tie2-Cre/+; R26*^*eYFP/+*^) and 4 control (3 of *Hdac3*^*f/+*^*; Tie2-Cre/+; R26*^*eYFP/+*^ and 1 of *Hdac3*^*f/+*^*; Tie2-Cre/+*) heart single cell suspensions, respectively. Unsupervised clustering successfully separated 6 distinct clusters including endocardial cells and CMs in these samples (Fig. 2b and Supplementary Fig. 6). Referring to a recent transcriptome profiling methodology for clustering embryonic CMs^31^, we re-clustered CMs into “trabecular” and “compact” clusters based on the overall scores after applying a few known trabecular and compact markers (Trabecular: *Bmp10*, *Nppa* and *Thbs4*; Compact: *Hey2*, *Mycn* and *Tnnt1*) (Supplementary Fig. 7A and Fig. 2c). Among them, *Bmp10* + CMs nicely represent the trabecular cluster (Fig. 2c), and thus we focused on this population for subsequent analyses since *Hdac3*^*tko*^ hearts mainly display hypotrabeculation phenotypes (Fig. 1). Overall, the total number of *Bmp10*+ trabecular CMs were not significantly different between *Hdac3*^*tko*^ and littermate control hearts (Supplementary Fig. 7B). Note: 10,000 cells/sample were sequenced. Next, we performed differential gene expression (DGE) analyses on *Hdac3*^*tko*^ and littermate control trabecular clusters. We found that the expression of eukaryotic translation elongation factor 1 alpha 2 (*Eef1a2*) and early growth response 1 (*Egr1*) are significantly down regulated in *Hdac3*^*tko*^ trabeculae as compared to control trabeculae (Fig. 2d). *Eef1a2* and *Egr1* are known to be critical for cell growth^32–34^. These findings are consistent with reduced proliferation index seen in *Hdac3*^*tko*^ hearts (Fig. 1b), suggesting myocardial growth retardation account for the hypotrabeculation phenotypes in *Hdac3*^*tko*^ hearts.

**Fig. 2:**
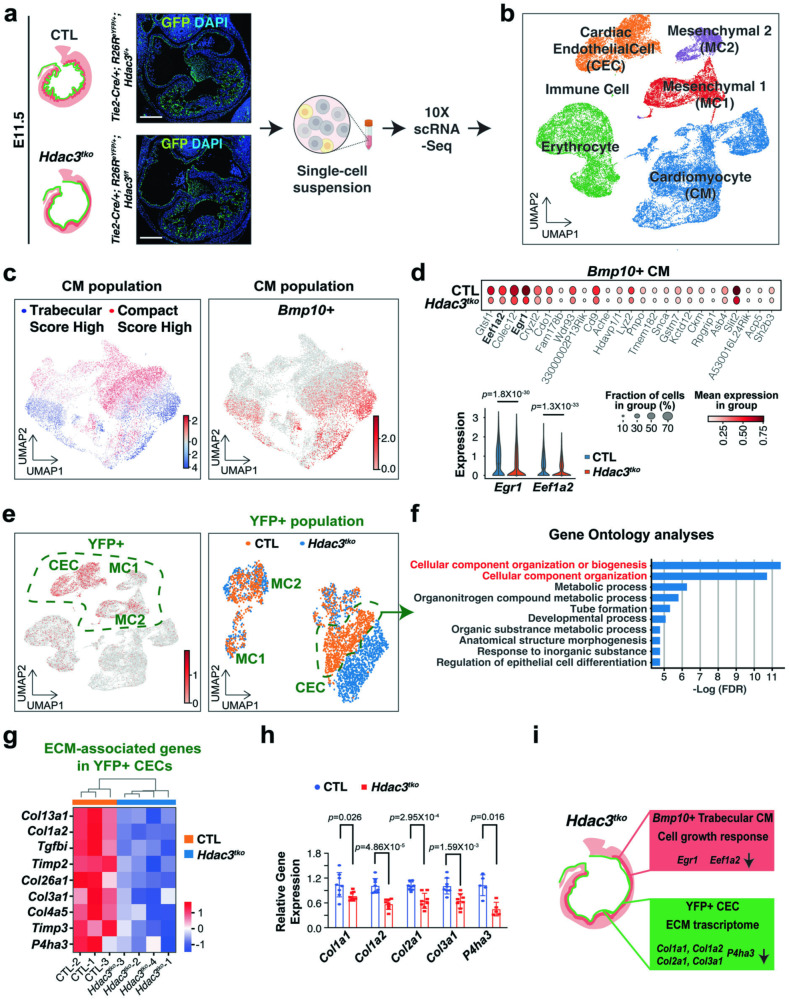
Single-cell RNA sequencing reveals decreased expression of ECM genes in *Hdac3*^*tko*^ hearts. **a** Schematic workflow of scRNA-seq experimental design. Representative micrographs of GFP immunofluorescence staining of E11.5 *Hdac3*^*tko*^ embryo (*Hdac3*^*f/f*^*; Tie2-Cre/+; R26R*^*eYFP/+*^) and a littermate control (CTL) embryo (*Hdac3*^*f/+*^*; Tie2-Cre/+; R26R*^*eYFP/+*^). Scale bars, 250 μm. **b** UMAP visualization of cell populations in an E11.5 control heart. **c** Trabecular and compact cardiomyocyte (CM) score were calculated within *Tnnt2* + CM population. Left UMAP showed CMs split into a lower cluster that has a high trabecular score, and an upper cluster that has a high compact score. Right UMAP shows the expression level of *Bmp10+* per cell. **d** Dot plots of differentially expressed genes in *Hdac3*^*tko*^ and CTL trabecular clusters. Violin plots of expression of *Egr1* and *Eef1a2* in *Hdac3*^*tko*^ and CTL trabecular clusters. **e** The UMAP on the left shows that YFP+ cells are distributed in cardiac endothelial cell (CEC, *Cdh*+), mesenchymal cell 1 (MC1, *Pdgfra*+), and mesenchymal cell 2 (MC2, *Dcn*+) clusters. The overlapping UMAPs of *Hdac3*^*tko*^ and CTL YFP+ cells are shown on the right. **f** Gene Ontology pathway analysis of top marker genes in CTL-specific YFP + CEC cluster (Cut off value: -log (FDR) > 5). **g** Heatmap of extracellular matrix (ECM) associated genes in E11.5 *Hdac3*^*tko*^ and CTL hearts. Data were extracted from YFP + CEC clusters in the scRNA-seq dataset. **h** qRT-PCR analysis of *Col1a1*, *Col1a2*, *Col2a1*, *Col3a1* and *P4ha3* in E11.5 *Hdac3*^*tko*^ heart as compared to CTL hearts (*n* = 8 in each group for *Col1a1*, *Col1a2*, *Col2a1* and *Col3a1*, *n* = 5 in each group for *P4ha3*). Data are presented as the mean ± SD. *P*-values were determined by unpaired two tailed Student’s *t* test for **d** and **h**. Source data are provided as a Source Data file. **i** Illustration of decreased expression of proliferation related genes in trabecular CMs and ECM-associated genes in CECs of *Hdac3*^*tko*^ hearts (created with Adobe Illustrator).

### Cardiac endothelial HDAC3 induces ECM gene expression

Among all scRNA-seq samples, 7 of them carried *R26*^*eYFP/+*^ reporters (3 CTL and 4 *Hdac3*^*tko*^). This enabled us to perform a lineage specific analysis. In the single cell suspension, 8.6% cells in CTL hearts and 11.2% cells in *Hdac3*^*tko*^ hearts were YFP+ (Supplementary Fig. 8A). As expected, the expression of *Hdac3* in YFP+ populations in *Hdac3*^*tko*^ hearts was significantly decreased compared to YFP+ populations in CTL hearts (Supplementary Fig. 8B). During early heart development, endothelial progenitors can also give rise to mesenchymal cells through endothelial to mesenchymal transition^6,35^. As expected, YFP+ cells (*Tie2* lineage) were primarily CECs with a minority of mesenchymal cells (Fig. 2e). Also, as expected, *Hdac3* expression was absent in *Hdac3*^*tko*^ YFP+ cells. Subsequent DGE analysis did not reveal significant gene expression differences between *Hdac3*^*tko*^ and control mesenchymal cells (Fig. 2e). Instead, in CEC clusters, we found that the expression of genes regulating cellular component organization was highly enriched in the control YFP + CEC cluster (Fig. 2f). In particular, the expression of ECM associated genes, including *Col13a1, Col1a2, Tgfbi, Timp2, Col26a1, Col3a1, Col4a5*, *Timp3*, and *P4ha3*, was significantly reduced in *Hdac3*^*tko*^ YFP + CEC cluster as compared to control YFP + CEC cluster (Fig. 2g). *Col1a1, Col1a2, Col2a1*, and *Col3a1* and *P4ha3* DGE was further validated in *Hdac3*^*tko*^ and control heart lysates by qRT-PCR (Fig. 2h). These results suggest that cardiac endothelial HDAC3 induces the expression of ECM associated genes, which are critical for CM proliferation and trabeculation growth (Fig. 2i).

### Endothelial HDAC3 drives CM proliferation through *Tgfβ3*

Trabeculation and ECM remodeling are coordinated during early heart development, and both processes are regulated by growth signaling^36^. To better identify potential growth signaling pathways regulated by HDAC3 in the endocardium, we used a mouse cardiac endothelial cell (MCEC) line^37^. Using CRISPR-Cas9 gene editing technology and the same set of gRNAs we have recently used^26^, we successfully knocked out *Hdac3* in the MCECs (Fig. 3a). *Hdac3* KO MCECs grew slower than *Hdac3* empty vector (EV) control MCECs. To determine whether the secretome from *Hdac3* KO endothelial cells is competent to induce CM proliferation, we treated cultured primary embryonic CMs isolated from E13.5 *Tnnt2*^*nGFP/+*^^38^ hearts with supernatant from either *Hdac3* KO MCECs or EV MCECs. *Hdac3* KO supernatant treatment resulted in significant decrease of the percentage of Ki67+ CMs and the total number of CMs, as compared to EV supernatant treatment (Fig. 3b). These results suggest that growth signals derived from CECs required to support CM proliferation may be inadequate/deficient in *Hdac3* KO MCECs, and the incompetent secretome from *Hdac3* KO endothelial cells may contribute to the hypotrabeculation phenotype. Indeed, treatment of wildtype MCEC supernatants but not control media (DMEM/F-12 without any serum or growth factor supplementation) successfully rescued the hypotrabeculation phenotype in ex vivo cultured E11.5 *Hdac3*^*tko*^ hearts (Supplementary Fig. 11). 

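To profile gene expression in the MCEC line, an established line of mouse cardiac endothelial cells, bulk RNA-Seq libraries were made from 4 samples of *Hdac3* KO MCECs and 4 samples of EV control MCECs. The authors aligned the reads to the mm10 genome with tophat2 and bowtie2 and counted reads per gene. They deposited raw read counts, FPKM values and their own DESeq2 comparison of the groups. The statistics section names the lumi package for normalization and for extracting the count matrix, and no program that assigns reads to genes is named. The deposited table lists 8278 genes, each with an adjusted p-value of the authors under 0.05, so genes that did not differ in the authors' comparison are outside it. The total number of reads per library was recovered from each gene's count, length and FPKM. It ranged from 15775327 to 21262575 in EV MCECs, with a median of 17461506. In *Hdac3* KO MCECs it ranged from 19356714 to 22255684, with a median of 21731640. The listed genes held a median of 84.3% of these reads in EV MCECs and 85.8% in *Hdac3* KO MCECs. Counts were normalized with edgeR's TMM factors on the recovered totals and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 8278 genes. The common coefficient of variation between libraries of a group, beyond counting noise, was 2.82%.

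The targeted gene, *Hdac3* (ENSMUSG00000024454), lies on the minus strand of chromosome 18 of mm10 from 37935844 to 37954988. Its normalized counts in the *Hdac3* KO libraries were 1558 in replicate 1, 1465 in replicate 2, 1496 in replicate 3 and 1531 in replicate 4. In the EV libraries they were 1943, 2077, 2064 and 2147. The means were 1513 ± 41 (SD, n = 4) in *Hdac3* KO MCECs and 2058 ± 85 (SD, n = 4) in EV MCECs. The log2 fold change was -0.45 (standard error 0.04, adjusted p = 1.0e-13 from edgeR's quasi-likelihood test). Every *Hdac3* KO library had a lower value than every EV library (two-sided exact permutation test, p = 0.0286, the smallest value that 4 libraries against 4 allow). With each library left out in turn, the log2 fold change stayed between -0.47 and -0.42. Library totals without TMM factors moved it most, to -0.56.

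At an adjusted p-value under 0.01, the cut-off of the paper's statistics section, 4107 genes were lower and 3895 genes were higher in *Hdac3* KO MCECs. DESeq2's Wald test on the same counts gave 3988 lower and 3790 higher genes. Library totals without TMM factors, a scaling chosen after seeing the data, gave a less even split of 4120 lower and 2671 higher genes. With the replicate number as a block, 4106 genes were lower and 3866 were higher. Same-numbered libraries of the groups did not deviate together (mean correlation across 7181 genes -0.02, range -0.11 to 0.12, against 0.007 for the other pairs; genes are not independent replicates). Most of these differences were small. The median absolute log2 fold change of the genes past the cut-off was 0.41, and 4818 of them changed by less than 0.5. A further requirement on the fold change moved the counts most. Beyond a log2 fold change of 1, 692 genes were lower and 367 were higher, and beyond 2, 127 were lower and 112 were higher.

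Genes were ranked among those with a mean of at least 100 normalized counts in the higher group and no overlap between the groups. The 5 lowest log2 fold changes were those of *Tmem178*, *Kif26b*, *Cd93*, *Sema6d* and *Pappa2*. *Tmem178*, on chromosome 17 from 80944632 to 81001816, fell from 112 ± 16 to 5.09 ± 2.30 normalized counts (SD, n = 4 libraries each). Its log2 fold change was -4.44 (standard error 0.24, adjusted p = 2.8e-18, same test), and its EV replicate 2 stood apart with 137 normalized counts against 102 to 106 in the other EV libraries. The other 4 ranged from -3.30 to -2.77. The 5 highest log2 fold changes were those of *Car6*, *Cdsn*, *Lincenc1*, *Slc25a45* and *Cth*. *Car6*, on chromosome 4 from 150187015 to 150201332, rose from 75.0 ± 14.1 to 630 ± 38 normalized counts (SD, n = 4 libraries each), a log2 fold change of 3.05 (standard error 0.09, adjusted p = 5.9e-26, same test). The other 4 ranged from 2.35 to 2.83. An annotated gene on the opposite strand overlaps 6.19% of the exonic bases of *Kif26b*, and the counting is not stated to use strand. A gene on the same strand overlaps 3.01% of those of *Pappa2*.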

To unbiasedly search for such growth signals, we performed bulk RNA-Seq analyses on *Hdac3* KO and EV MCECs; we identified 484 downregulated and 239 upregulated genes. Gene ontology pathway analyses revealed that a number of endocardium-initiated signaling pathways were significantly downregulated in *Hdac3* KO MCECs (Supplementary Fig. 9A). 

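The Gene Ontology database itself was not used here. Gene lists for terms of Supplementary Fig. 9A were instead written from gene function before the data were examined, and each was compared between the 4 *Hdac3* KO and 4 EV libraries. Of 62 interferon response genes listed, 56 were in the table, and 54 of them were lower in *Hdac3* KO MCECs. Their median log2 fold change was -1.41, lower than in any of 10000 random lists of the same size matched on mean expression. The middle 95% of those random medians ran from -0.51 to 0.16. Of 14 VEGF signaling genes in the table, 11 were lower, with a median of -0.89 (percentile 0.02 among matched lists). Heart development genes had a median of -0.48, with 34 of 48 lower. Vasculature development genes had a median of -0.43, with 32 of 48 lower (percentile 0.03). ECM organization genes had a median of -0.42, with 48 of 69 lower. The heart development and ECM organization medians were also below all 10000 of their matched lists. Of 11 ECM genes that the paper names from its heart samples, 6 were in the table, 4 lower and 2 higher. Their median was -0.27 (percentile 2.83), inside the middle 95% of matched lists, which ran from -0.29 to 0.51. Genes within these lists moved in both directions, and the medians describe these libraries, since genes are not independent replicates.

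The same lists were tested with the library as the unit. The score of a library was the mean over a list of log2(normalized count + 1) minus each gene's mean. The interferon response score was -0.68 ± 0.08 (SD, n = 4) in *Hdac3* KO MCECs and 0.68 ± 0.05 (SD, n = 4) in EV MCECs. The difference between groups was -1.36 for interferon response, -0.71 for VEGF signaling, -0.52 for heart development, -0.36 for vasculature development and -0.42 for ECM organization. In each list all 4 *Hdac3* KO libraries scored below all 4 EV libraries (two-sided exact permutation test, p = 0.0286, the smallest possible, and 0.0306 after Benjamini-Hochberg adjustment over 15 lists). Pairing the libraries by replicate number gives an exact p of 0.125, the smallest that 4 pairs allow, so the paired design cannot go below 0.05. The table holds only genes selected for a difference, so unchanged members of a list are outside these medians and scores. For the same reason the exact test separates the groups for almost any set of genes here: 14 of the 15 lists and 20 of 21 chromosomes reached its smallest p. That p therefore does not set one list apart from another. A pseudocount of 10 in place of 1 moved the interferon response score most, to -1.15. The paper searched these libraries for growth signals because supernatant of *Hdac3* KO MCECs lowered CM proliferation (Fig. 3b). From the enrichment of terms among the differentially expressed genes, it states that signaling pathways that begin in the endocardium were downregulated.

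**Figure D1:**
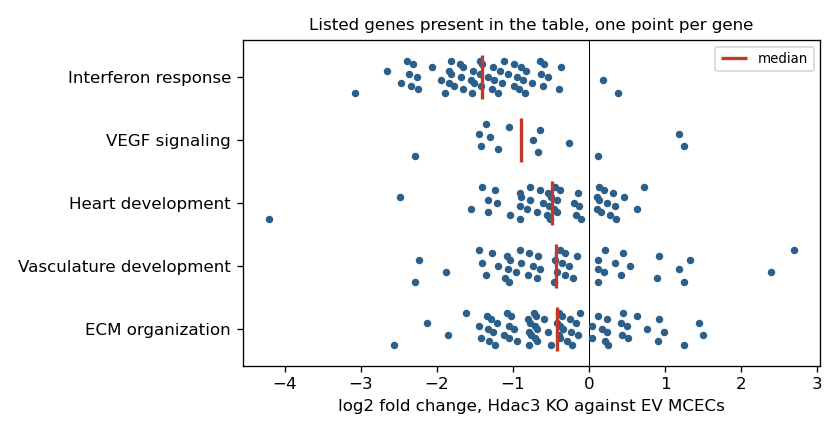
Log2 fold change of each listed gene in the table (x axis, *Hdac3* KO against EV MCECs) for 5 gene lists (y axis), with one point per gene and a red line at the list's median. The medians run from -1.41 for interferon response to -0.42 for ECM organization, and every list has genes on both sides of 0. With library totals in place of TMM, *Ctnnb1* and *Adam17* of the heart list, *Ccm2*, *Krit1* and *Pdgfb* of the vasculature list, *Pdgfb* of the VEGF list, and *P4ha1* and *Sparc* of the ECM list change from higher to lower.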

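Normalized counts of the growth factor genes *Igf1*, *Tgfb3*, *Tgfb2*, *Tgfb1*, *Cxcl12*, *Nrg1* and *Vegfb* (the paper's Tgfβ and Vegfβ genes, written as the files list them) were compared between *Hdac3* KO and EV MCECs. *Tgfb3* (ENSMUSG00000021253) lies on the minus strand of chromosome 12 of mm10 from 86056744 to 86079041. Its normalized count was 796 ± 51 (SD, n = 4) in *Hdac3* KO MCECs and 4442 ± 66 (SD, n = 4) in EV MCECs. This is a log2 fold change of -2.48 (standard error 0.04, adjusted p = 1.6e-34 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Exons of other annotated genes on the opposite strand overlap 12.4% of the exonic bases of *Tgfb3*, and the counting is not stated to use strand. *Cxcl12* (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367) fell from 2005 ± 33 to 423 ± 17 (SD, n = 4 libraries each), a log2 fold change of -2.24 (standard error 0.04, adjusted p = 1.3e-31, same test). *Nrg1* (ENSMUSG00000062991, chromosome 8, 31818028 to 31918203) fell from 698 ± 22 to 264 ± 18, a log2 fold change of -1.40 (standard error 0.06, adjusted p = 3.3e-21). Exons of other genes overlap 4.66% of the exonic bases of *Nrg1* and 2.14% of those of *Tgfb2*. *Igf1* (ENSMUSG00000020053, chromosome 10, 87858265 to 87937042) was near the detection floor in *Hdac3* KO MCECs, with 2 to 5 raw reads per library against 43 to 68 in EV MCECs. Its log2 fold change was -4.21 (standard error 0.30), and the low counts set its precision, with a range of -4.47 to -4.03 when each library was left out in turn.

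The other 3 genes fell by less than 1 on the log2 scale. *Tgfb2* (ENSMUSG00000039239, chromosome 1, 186623186 to 186705992) went from 1750 ± 21 to 935 ± 43 (SD, n = 4 libraries each), a log2 fold change of -0.90 (standard error 0.04). *Vegfb* (ENSMUSG00000024962, chromosome 19, 6982473 to 6987651) went from 1880 ± 105 to 1201 ± 27, a log2 fold change of -0.65 (standard error 0.04). *Tgfb1* (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077) went from 1024 ± 53 to 699 ± 55, a log2 fold change of -0.55 (standard error 0.05). Its KO replicate 4 stood apart from the other *Hdac3* KO libraries, and without that library the log2 fold change was -0.49. For each of the 7 genes every *Hdac3* KO library was below every EV library (two-sided exact permutation test, p = 0.0286, the smallest possible). Across the 7 genes the adjusted p-value from edgeR's quasi-likelihood test was at most 3.9e-12, and at most 9.8e-13 with adjustment over these 7 genes alone. With the replicate number as a block it was at most 9.6e-13, with a mean correlation of same-numbered libraries of -0.02. Apart from *Igf1*, library totals without TMM moved these genes most, for example *Tgfb3* to -2.60.

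**Figure D2:**
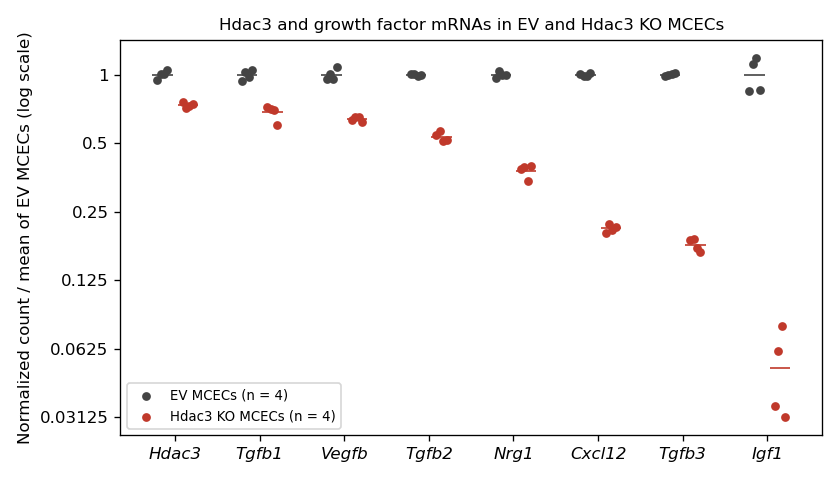
Normalized count divided by the mean of the 4 EV libraries (y axis, log scale) for *Hdac3* and 7 growth factor genes (x axis), with one point per library and a line at each group's mean. The *Hdac3* KO libraries (red) lie below the EV libraries (gray) for every gene, from a log2 fold change of -0.45 for *Hdac3* to -4.21 for *Igf1*.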

Through DGE analysis, we found that growth factors including *Igf1, Tgfβ3, Tgfβ2, Tgfβ1, Igf1, Cxcl12, Nrg1 and Vegfβ* were significantly downregulated in *Hdac3* KO MCECs (Supplementary Fig. 9B). We attempted to validate these results at the protein level by western blot. Surprisingly, we found that only TGFβ3 protein expression was significantly decreased in *Hdac3* KO MCECs as compared to *Hdac3* EV MCECs (Supplementary Fig. 9C), and thus we chose TGFβ3 to pursue further. Interestingly, TGFβ3 was also significantly decreased when the deacetylase activity of HDAC3 was inhibited by RGFP966 (a HDAC3 selective inhibitor) treatment (Fig. 3c and Supplementary Fig. 9D). To assess *Tgfβ3* expression in E11.5 CECs, we sorted Tie2-derived population from *Hdac3*^*tko*^ (*Hdac3*^*f/f*^*; Tie2-Cre/+; R26*^*eYFP/+*^) and CTL (*Hdac3*^*f/+*^*; Tie2-Cre/+; R26*^*eYFP/+*^) hearts by performing fluorescence activated cell sorting on YFP signal (Supplementary Fig. 10). We found that *Tgfβ3* mRNA level was also significantly downregulated in E11.5 *Hdac3* KO CECs compared to littermate CTL CECs (Fig. 3d). TGFβ3 downregulation in E11.5 *Hdac3*^*tko*^ hearts was further validated at the protein level by western blot (Fig. 3e). Next, we determined whether TGFβ3 deficiency in *Hdac3* KO MCECs contributed to the CM proliferation deficit following *Hdac3* KO supernatant treatment. First, we quantified TGFβ3 and found that it was significantly decreased in the supernatants from *Hdac3* KO MCECs compared to that from EV MCECs (Fig. 3f). To determine whether TGFβ3 is an essential secretory component of MCEC supernatants in stimulating CM proliferation, we generated *Tgfβ3* KO MCECs using CRISPR-Cas9 gene editing technology (Supplementary Fig. 12A). We found that *Tgfβ3* KO significantly decreased the capacity of MCEC supernatants to induce CM proliferation (percentage of Ki67+GFP+/GFP+ CMs) compared to CTL MCEC supernatant (Supplementary Fig. 12B). Further, we found that *Tgfβ3* KO significantly compromised the capacity of MCEC supernatants in supporting myocardial trabeculation and compaction when treating ex vivo cultured E11.5 CTL hearts with *Tgfβ3* KO MCEC supernatants as compared to control MCEC supernatants (Supplementary Fig. 12C). These results altogether suggest that endocardial TGFβ3 is critical for myocardial growth. Next, we evaluated CM proliferation after we supplemented *Hdac3* KO supernatants with recombinant mouse TGFβ3 protein. Strikingly, TGFβ3 supplementation successfully rescued CM proliferation defects by *Hdac3* KO supernatant treatment (Fig. 3g). Further, we found that TGFβ3 supplementation also rescued myocardial growth deficit in ex vivo cultured E11.5 *Hdac3*^*tko*^ hearts (Supplementary Fig. 13). These results suggest that cardiac endothelial HDAC3 supports myocardial growth by inducing *Tgfβ3* expression.

**Fig. 3:**
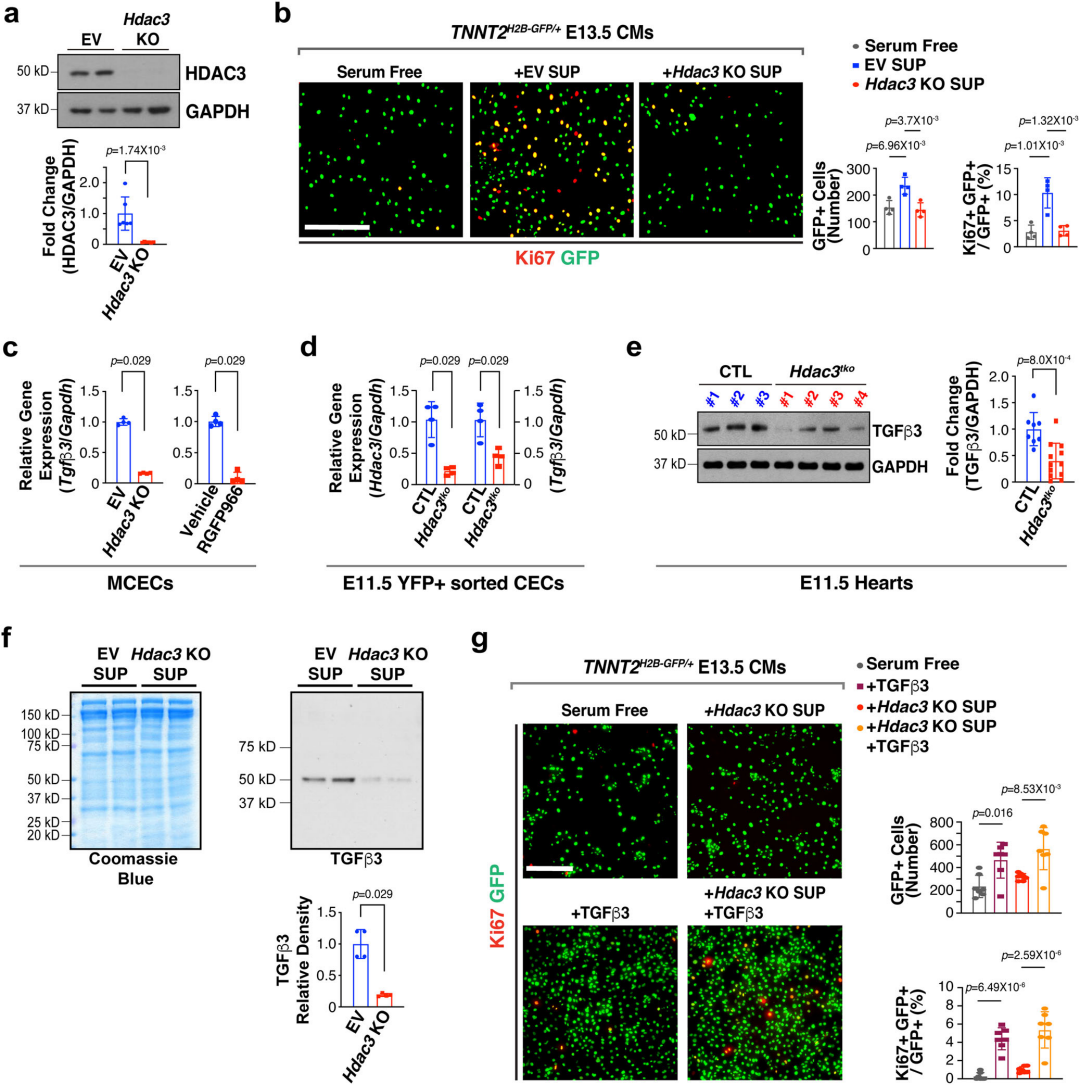
Cardiac endothelial Hdac3 knockout results in downregulation of TGFβ3 and decreased cardiomyocyte proliferation. **a** Generation of *Hdac3* knockout (KO) and empty vector control (EV) mouse cardiac endothelial cells (MCECs) by CRISPR/Cas9. Deletion of *Hdac3* was verified by western blot. Quantification is shown below (*n* = 6 in each group). **b** The effects of *Hdac3* KO MCEC supernatants on E13.5 *Tnnt2*^*nGFP/+*^ cardiomyocyte (CM) proliferation. Representative immunofluorescence micrographs are shown. Scale bar, 275 μm. Percentage of Ki67+ CMs and total number of GFP+ CMs were quantitated (*n* = 4 in each group). **c** Quantification of *Tgfβ3* expression in *Hdac3* KO MCECs, or RGFP966-treated MCECs (10 µM) by qRT-PCR. *Gapdh* was used as cDNA loading control (*n* = 4 in each group). **d** Downregulation of *Tgfβ3* gene expression in *Hdac3* deficient cardiac endothelial cells. YFP + E11.5 cardiac endothelial cells (CECs) from *Hdac3*^*tko*^ (*Hdac3*^*f/f*^*; Tie2-Cre/+; R26*^*eYFP/+*^) and CTL (*Hdac3*^*f/+*^*; Tie2-Cre/+; R26*^*eYFP/+*^) hearts were sorted by fluorescence-activated cell sorting. Quantification of *Hdac3* and *Tgfβ3* expression by qPCR was shown on the right. *n* = 4 for each group. *Gapdh* was used as cDNA loading control (*n* = 4 in each group). **e** Representative western blot and quantification of TGFβ3 expression in E11.5 *Hdac3*^*tko*^ hearts (*n* = 12) and littermate CTL hearts (*n* = 8). **f** Secretion of TGFβ3 from *Hdac3* KO and EV MCECs. Coomassie brilliant blue staining of total extracted proteins from supernatants served as protein loading controls. TGFβ3 in the MCEC supernatants were detected by western blot. Quantifications are shown on the right (*n* = 4 in each group). **g** Rescue of CM proliferation defect by *Hdac3* KO MCECs supernatant supplemented with recombinant TGFβ3 (working concentration: 250 ng/ml). Representative immunofluorescence micrographs are shown. Scale bar, 200 μm. Percentage of Ki67+ CMs and total number of GFP+ CMs were quantitated (*n* = 7 in each group). Data are presented as the mean ± SD. *P*-values were determined by unpaired two tailed Student’s *t* test for **a** and **e**, two tailed Mann–Whitney U test for **c**, **d** and **f** and one-way ANOVA followed by the Tukey post hoc test for **b** and **g**. Source data are provided as a Source Data file.

### HDAC3 induces *Tgfβ3* expression by repressing miR-129-5p

Recently, we reported that HDAC3 regulates growth factors by modulating the miR pathway in the developing epicardium^26^. To identify the potential HDAC3 downstream miR targets in CECs, we performed miR sequencing in *Hdac3* KO and EV MCECs. Through DGE analyses, we found that 5 miRs were significantly upregulated in *Hdac3* KO MCECs (Fig. 4a) (cutoff threshold: Log2 fold change greater than 1.5 and adjusted *P* < 0.01). To identify which miR(s) may regulate *Tgfβ3* expression, we treated MCECs with mimics of each of the 5 miRs and found that treatment with miR-129-5p mimics significantly inhibited the expression of *Tgfβ3* (Fig. 4b). This finding was validated by western blot (Fig. 4c). We further validated the upregulation of miR-129-5p in both *Hdac3* KO MCECs and E11.5 *Hdac3*^*tko*^ hearts (Fig. 4d, e). Interestingly, miR-129-5p was similarly significantly upregulated when the deacetylase activity of HDAC3 is inhibited by RGFP966 treatment (Fig. 4d), suggesting that the inhibition of miR-129-5p expression by HDAC3 is deacetylase dependent. To determine whether miR-129-5p upregulation in MCECs has potential impact on myocardial growth, we treated cultured *Tnnt2*^*nGFP/+*^^38^ CMs or cultured E11.5 wildtype hearts with supernatants from MCECs transfected with either miR-129-5p mimics or scramble RNAs. We found that miR-129-5p supernatant treatment significantly decreased its capacity to induce CM proliferation and myocardial growth (Supplementary Fig. 14). Lastly, to determine whether HDAC3 induces *Tgfβ3* expression through repressing miR-129-5p, we knocked down miR-129-5p by miRZip lentivirus in *Hdac3* KO MCECs. Remarkably, miR-129-5p knockdown significantly restored the TGFβ3 expression in *Hdac3* KO MCECs (Fig. 4g). Further, the supernatants from miR-129-5p knockdown *Hdac3* KO MCECs significantly restored the CM proliferation promoting capacity from *Hdac3* KO MCEC supernatants (Fig. 4h). These results suggest that HDAC3 promotes the expression of TGFβ3 through repressing miR-129 in supporting trabecular myocardial growth (Fig. 4i).

**Fig. 4:**
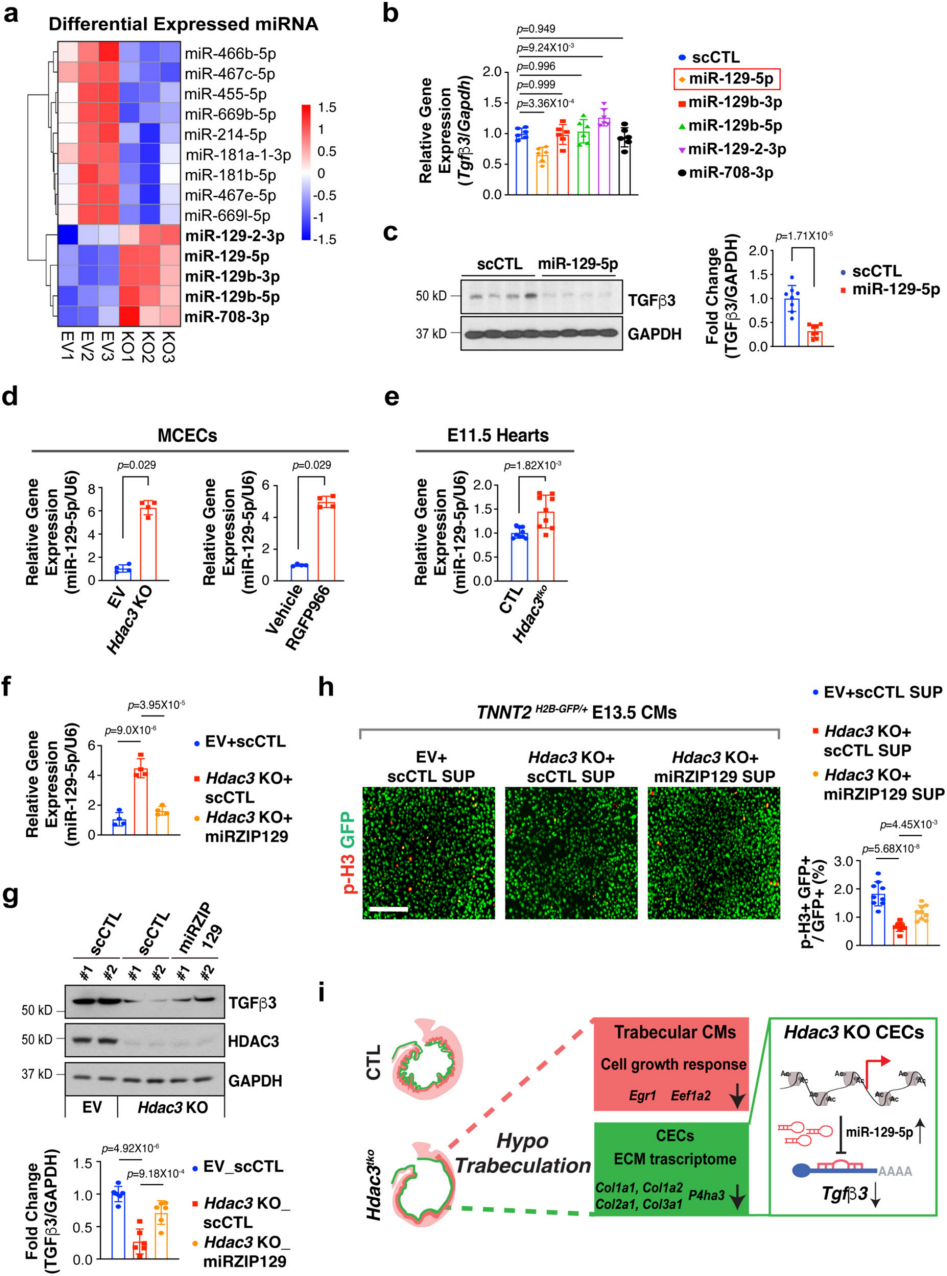
HDAC3 induces Tgfβ3 by repressing miR-129-5p. **a** Heatmap of microRNA (miR) sequencing of *Hdac3* knockout (KO) and empty vector control (EV) mouse cardiac endothelial cells (MCECs). MiRs with reads less than 100 were discarded and miRNA expression levels were normalized by TPM (transcript per million) values (TPM = [miRNA total reads/total clean reads] × 10^6^). Log_2_ fold changes were calculated by TPM per miR in the KO group divided by the mean TPM per miR in the EV group then followed by calculation of Log_2_. Significantly downregulated miRs are shown in blue, and significantly up-regulated miRs are shown in red. *P*-values were determined by DeSeq2 (One sided). Cut-off criteria: Log_2_ > 1.5, adjusted *P*-value < 0.01. **b** Quantification of the expression of *Tgfβ3* in MCECs after miR mimics treatment (final concentration 10 nM) by qRT-PCR. *Gapdh* was used as a cDNA loading control (*n* = 6 in each group). Relative gene expression was compared to the miR scrambles (scCTL) group. **c** Representative western blot and quantification of the expression of TGFβ3 after miR-129-5p mimics treatment (*n* = 8 in each group). **d** (Left) Quantification of *Tgfβ3* expression in *Hdac3* KO and EV MCECs (*n* = 4 in each group). (Right) Quantification of the expression of *Tgfβ3* in MCECs after Hdac3 inhibitor treatment (RGFP966, final concentration 5 µM) (*n* = 4 in each group). **e** Quantification of the expression of *Tgfβ3* in *Hdac3*^*tko*^ heart lysates (*n* = 9 in each group). **f** Quantification of the expression of miR-129-5p by qRT-PCR. *Hdac3* KO or EV MECs were transfected with LentimiRa-GFP-miRZip129 (miRZIP129) or pGreenPuro Scramble Hairpin control lentivirus (scCTL) and transfected cells were selected using puromycin (*n* = 4 in each group)**. g** Representative western blot and quantification of the expression of TGFβ3 after treatment with miRZIP129 or scCTL in *Hdac3* KO and EV MCECs (*n* = 6 in each group). **h** Knockdown of miR-129-5p rescues CM proliferation deficit induced by *Hdac3* KO MCEC supernatants. Representative immunofluorescence micrographs are shown. Scale bar, 200 μm. Quantification of percentage of phospho-histone H3 (p-H3)+ CMs was shown on the right. Independent samples: *n* = 9 in each group. Data are presented as the mean ± SD. *P*-values were determined by unpaired two tailed Student’s *t* test for **c** and **e**, two tailed Mann–Whitney U test for **d** and the one-way ANOVA followed by Tukey post hoc test for **b**, **f**, **g** and **h**. Source data are provided as a Source Data file. **i** Working model (created with Adobe Illustrator): in the developing endocardium, HDAC3 represses the expression of miR-129-5p to release its suppression on the expression of TGFβ3. When *Hdac3* is deleted, the expression of miR-129-5p is increased, which subsequently suppresses the expression of TGFβ3 to a stronger extent, and the decrease of TGFβ3, together with decreased ECM, leads to hypotrabeculation.

## Discussion

Myocardial growth/expansion, one of the most critical cardiac developmental events, is accompanied by two separate but closely associated processes: compaction and trabeculation. Many forms of congenital heart disease are associated with abnormal cardiac trabeculation and compaction^2,3^. For proper myocardial development, besides CMs, the surrounding non-CMs including endocardial cells can influence myocardial growth by sending growth signals to the neighboring myocardia^39^, as well as secreting ECM proteins that serve as signal transmission media^2,40^

Epigenetic regulation can define a tissue-specific and developmental stage-specific transcription network during early heart development^41,42^, mainly achieved by posttranslational modifications of histones, around which DNA winds. There are several different types of histone modifications (e.g., methylation/demethylation, acetylation/deacetylation, phosphorylation/dephosphorylation, ubiquitination/ deubiquitination). By alternating between any of these states, the associated genes can be dynamically poised to be transcriptionally active/repressed. Histone deacetylases (HDACs) are a family of enzymes that remove an acetyl group from histone lysine residues, allowing the histones to wrap the DNA more tightly to repress gene expression. Class I HDACs, which includes HDAC3, are widely expressed, but play specific roles during early embryogenesis and organogenesis^19^. Mesodermal or global KO of *Hdac3* results in myogenic defects and early embryonic lethality^22,23^. Interestingly, specific deletion of *Hdac3* in the myocardium does not generate cardiac morphogenic phenotypes during early heart development, but rather compromises cardiac function at later postnatal stages^23,43^. These early findings suggest that the function of HDAC3 in nonmyocyte compartments may be critical for early cardiac morphogenesis and myocardial development. Our recent work demonstrated that epicardial HDAC3 is critical for driving myocardial compact wall expansion^26^. Our current study suggests that endocardial HDAC3 is important for myocardial trabeculation: endothelial/endocardial deletion of *Hdac3* resulted in hypotrabeculation (Fig. 1 and Supplementary Fig. 4). We note that *Tie2-Cre* turns on around E8.0-8.5 in all endothelial cells^29^, whereas *Nfatc1*^*Cre/+*^ is active around E9.5 only in endocardial cells^30^ and only achieves efficient *Hdac3* deletion by E14.5 likely due to inefficient IRES-mediated Cre transcription^44^ (Supplementary Fig. 4). Nonetheless, these two deletion models generated similar cardiac phenotypes of hypotrabeculation, although we did observe differences in the severity of the myocardial phenotypes and time of lethality, which we attribute to the different temporal and spatial activities and/or efficiencies of these two Cres. We also observed that both E12.5 *Hdac3*^*tko*^ and E14.5 *Hdac3*^*nko*^ hearts exhibited thin compact wall phenotype. This is likely attributable to *Hdac3* deficiency in the subepicardial endothelial population which form coronary arteries invading and supporting compact wall^45^. This late thin compact wall phenotype is also consistent with the similar phenotype resulted from epicardial deletion of *Hdac3*^26^. An earlier report of conditional deletion of *Hdac3* in endothelial cells using a different *Tie2-Cre* driver primarily targeting hemogenic endothelial cells^27^ resulted in mid-gestational lethality (E14.5) presenting predominantly a lymphovenous and lymphatic valve malformation phenotype^46^. However, it is unknown what phenotypes were present in the myocardium in that study as none were reported. Nonetheless, we deemed it inapplicable to evaluate potential lymphatic valve phenotypes in our pan-endothelial *Hdac3* KO embryos since these mice died around E12.5 (Supplementary Table 1), while lymphovenous and lymphatic valve formation starts at E13.5^47^. However, it is interesting to note that the role of HDAC1 and HDAC2 in the developing endocardium appears to be dispensable, as deletion of either *Hdac1* or *Hdac2* by *Tie2-Cre* do not elicit apparent cardiac phenotypes^24^. These results suggest that HDAC3 plays distinctive roles from HDAC1 and HDAC2, although they share high homology and are grouped in the same HDAC subfamily^19^.

TGFß signaling is involved in many processes during early heart development such as ECM production, endothelial to mesenchymal transition, and myogenesis^11,48–50^. Specifically, TGFß signaling plays a critical role during early cardiac myocardial development^51–54^. For instance, knockout of either TGFß2 or TGFß3 results in hypoplastic ventricular myocardium^15^, while TGFß1 is reported to inhibit CM proliferation^54,55^, suggesting the complexity and specificity of TGFß isoforms during early heart development. In the current study, we found that TGFß3 expression was significantly decreased in *Hdac3* deleted endocardium, and TGFß3 treatment vigorously stimulated CM proliferation (Fig. 3). Interestingly, inhibition of deacetylase activity of HDAC3 alone significantly decreased TGFß3 expression. Further, supplementation of TGFß3 to cardiac endothelial *Hdac3* KO secretome significantly rescued CM proliferation and myocardial growth defect (Fig. 3), suggesting that cardiac endothelial HDAC3 supports trabeculation through inducing TGFß3 in a deacetylase dependent manner. Interestingly, HDAC3 is also reported to inhibit TGFß1 expression in the second heart field development in a deacetylase independent manner^23^, whereas HDAC3 deteriorates colorectal cancer progression by inducing TGFß1 through inhibiting miR-296^56^. These divergent findings illustrate that HDAC3 can either promote or inhibit TGFß signaling pathway through different molecular mechanisms in a tissue/cell dependent manner.

Besides functioning as growth signals to CMs, TGFß signaling is predominantly known for its induction on ECMs^49,57^. During early heart development, ECM is mainly secreted from endocardium and mediates signal transduction from endocardium to myocardium supporting trabeculation^56^. Our scRNA-Seq data revealed that ECM is significantly down regulated in *Hdac3* endothelial KO hearts (Fig. 2). P4ha3, a major enzyme for collagen synthesis^58^ and a TGFß downstream target^59^, was also significantly decreased in *Hdac3* endothelial knockout hearts (Fig. 2). These results suggest that ECM downregulation may be secondary to decreased TGFß signaling to contribute to the hypotrabeculation phenotypes in *Hdac3* endothelial/endocardial knockout hearts.

We identified that HDAC3 suppresses miR-129-5p in inducing TGFß3 (Fig. 4). miR-129-5p plays important roles in cancer by either promoting or inhibiting tumorigenesis through regulating a variety of downstream targets and pathways^60,61^. Several studies have shown that miR-129-5p protects adult hearts from ischemia/reperfusion injuries^62,63^, while another study demonstrated that treating cultured H9c2 cells with HDAC pan-inhibitor Trichostatin A results in decreased CM proliferation with enhanced miR-129-5p expression^64^. This is consistent with our current findings in the developing endocardium (Fig. 4). In our recent study, we found that HDAC3 induces the expression of IGF2 and FGF9 by suppressing miR-322/503 in the developing epicardium^26^. Again, these findings altogether suggest that HDAC3 can induce different sets of growth signals by switching their downstream miR targets in a tissue/cell context dependent manner. On the other hand, HDAC3, as a histone modifier, may have many downstream targets that participate in other signaling pathways and exert various other biological effects. For instance, several Wnt ligands (e.g., *Wnt4, Wnt5a*, *Wnt11*) and Hedgehog signaling components (e.g., *Smo, EVC*, *Gli2*) were also significantly downregulated in *Hdac3* KO MCECs. 

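In the bulk RNA-Seq libraries of *Hdac3* KO and EV MCECs, all 6 of these genes had lower normalized counts in every *Hdac3* KO library than in every EV library (two-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). *Gli2* (ENSMUSG00000048402) lies on the minus strand of chromosome 1 of mm10 from 118834132 to 119053619. It fell from 157 ± 12 (SD, n = 4) in EV MCECs to 38.0 ± 6.0 (SD, n = 4) in *Hdac3* KO MCECs, a log2 fold change of -2.04 (standard error 0.13, adjusted p = 7.5e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Wnt4* (ENSMUSG00000036856, chromosome 4, 137277489 to 137299726) fell from 549 ± 26 to 238 ± 19, a log2 fold change of -1.21 (standard error 0.07, adjusted p = 5.1e-18, same test). The other 4 genes fell by less than 1 on the log2 scale. *Evc* (ENSMUSG00000029122, chromosome 5, 37289098 to 37336894) had a log2 fold change of -0.86 ± 0.05 (standard error). *Wnt11* (ENSMUSG00000015957, chromosome 7, 98835112 to 98855195) had means of 98.6 in EV and 55.8 in *Hdac3* KO MCECs, with a log2 fold change of -0.82 ± 0.14. *Wnt5a* (ENSMUSG00000021994, chromosome 14, 28504750 to 28527447) changed by -0.65 ± 0.06 and *Smo* (ENSMUSG00000001761, chromosome 6, 29735694 to 29761365) by -0.58 ± 0.03. The adjusted p-value from edgeR's test was at most 1.5e-06 over all 8278 genes, at most 8.2e-07 over these 6 genes alone, and at most 1.5e-06 with the replicate number as a block (mean correlation of same-numbered libraries -0.02). Exons of other genes on the opposite strand overlap 8.80% of the exonic bases of *Wnt11* and 4.58% of those of *Wnt5a*. Of 11 Hedgehog signaling genes in the table, 10 were lower, with a median log2 fold change of -0.44. This lay at percentile 3.50 of matched random lists and inside their middle 95%, which ran from -0.47 to 0.36. *Gli2*, *Evc* and *Smo* are among the 11, and the percentile was not computed without them. The paper named the 6 genes for being lower in these same libraries, so their p-values are not independent support.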

The disruption of these signaling pathways may affect cell adhesion, migration and ciliogenesis^65,66^, thus also contribute to the overall *Hdac3*^*tko*^ cardiac phenotypes. We will be actively investigating these possibilities in our future studies.

In summary, our current study demonstrates that endocardial HDAC3 promotes myocardial trabeculation by inducing TGFß signaling through repressing miR-129-5p during early heart development. This finding, along with others, exemplifies the importance of endocardial signaling for driving myocardial morphogenesis, and thus provides insights on the pathogenesis of congenital heart disease. The dual epigenetic inhibition mechanism may be leveraged in some other contexts such as adult heart repair/regeneration.

## Methods

### Ethics declarations

All animal protocols were approved by the Nationwide Children’s Institutional Animal Care and Use Committee (IACUC #AR22-00194).

### Mice

*Hdac3*^*flox/+*^, *Tie2-Cre*, *Nfatc1*^*Cre/+*^, *R26*^*eYFP*^ and *Tnnt2*^*nGFP/+*^ mice were previously described^27,30,38,67,68^. B6.Cg-Tg(*Tek-cre*)12Flv/J (abbreviated as *Tie2-Cre* in this manuscript), *Hdac3*^*flox/+*^, and *R26*^*eYFP*^ mice are available at the Jackson Laboratory (Stock numbers: #004128, #024119 and #006148, respectively).

### Histology and immunofluorescence staining

All embryo specimens were fixed in 4% paraformaldehyde overnight, dehydrated through an ethanol series, paraffin embedded, and sectioned (6-7μm). Primary antibodies (Supplementary Data 1) were incubated at 4 °C overnight and secondary antibodies (Alexa 488 or Alexa 555, Thermo Fisher Scientific, Waltham, MA) were incubated at room temperature for one hour. Stained slides were imaged on a Zeiss LSM 710 confocal Microscope or a Leica DM6 fluorescence microscope. Epifluorescence and gross images of embryos were imaged on a Leica M205 FCA stereo fluorescence microscope. The number of phosphor-Histone 3 (p-H3)+ cells, Bromodeoxyuridine (BrdU)+ cells, and TUNEL+ cells was quantified using ImageJ software.

### Embryonic cardiomyocyte (CM) culture and proliferation assessment

E13.5 ventricular CMs were isolated from dissected embryonic hearts and cultured as previously described^69^. To assess cell proliferation, CMs were fixed with 4% paraformaldehyde and stained with Ki67 or p-H3 antibody followed by Alexa 594-conjugated secondary antibody (Thermo Fisher Scientific, Waltham, MA). The immunostaining was visualized and imaged on a Keyence BZ-X800 microscope. The percentages of Ki67+GFP+/GFP+, p-H3+GFP+/GFP+ and total number of GFP+ CMs were quantified using ImageJ software.

### Endothelial cell culture, transient transfection, and lentiviral infection

Mouse cardiac endothelial cells (MCECs) were purchased from Cedarlane Labs (Catalogue #CLU510, Burlington, NC). Cells were tested for mycoplasma contamination and resulted negative. MCECs were cultured in 10% fetal bovine serum (FBS) supplemented DMEM at 37 °C in a humidified incubator with 5% CO_2_. To generate stable *Hdac3* KO MCECs, as previously described^26^, we cloned *Hdac3* sgRNA into lentiCRISPR v2 vector (Addgene #52961; Watertown, MA). Seventy-percent confluent Lenti-X^TM^ 293T cells (Takara Bio USA, Inc., Mountain View, CA) were transfected with *Hdac3* lentiviral plasmids (*Hdac3* KO or empty vector control [EV])^26^, *Tgfβ3* lentiviral plasmids (*Tgfβ3* KO or empty vector control [EV]) were purchased from VectorBuilder, PsPAX2 (Addgene #12260) and PMD2G (Addgene #12259). Seventy-two hours after transfection, supernatants containing lentivirus were collected and filtered through a 40μm cell strainer. Mir-129-5p, miR-129b-3p, miR-129b-5p, mir-129-2-3p, miR-708-3p mimics and scramble control mimics were custom-ordered from ThermoFischer Scientific (Waltham, MA). MCECs were transfected with miRNA mimics or control mimics (30 pmol) using Lipofectamine RNAiMAX (Thermo Fisher Scientific, Waltham, MA). 72 h after miR mimics treatment, supernatants were collected. miRZip anti-miR precursor constructs for miRZip-129-5p and pGreenPuro Scramble Hairpin control constructs were purchased from System Biosciences (Palo Alto, CA), and lentiviruses were generated according to the manufacturer’s protocol.

### Ex Vivo embryonic heart culture

E11.5 embryonic hearts were dissected in cold PBS, and then cultured in DMEM/F-12 media (Thermo Fisher Scientific, Waltham, MA, #11039021). Embryonic cardiac explants were treated with either TGFß3 recombinant protein (Sigmal Aldrich, Saint Louis, MO, #SRP6552, final concentration: 250 ng/ml), *Tgfß3* KO MCEC supernatants, miR-129-5p mimics-treated MCEC supernatants and their corresponding control media or control MCEC supernatants for 24 h at 37 °C. Hearts were then fixed in 4% paraformaldehyde overnight at 4 °C and processed for paraffin embedding and sectioning.

### Fluorescence activated cell sorting of YFP+ Tie2 derivative cardiac cells

E11.5 hearts were dissected and dissociated with 0.5% trypsin–EDTA into a single cell suspension. Cell suspension was washed with PBS and YFP+ cells were gated using their autofluoresence signal and sorted and using a BD Influx cell sorter (BD Biosciences, Franklin Lakes, NJ). The harvested YFP+ cells were used for subsequent gene expression analysis.

### RNA isolation, quantitative real-time PCR (qRT-PCR), and bulk RNA-Seq

MCECs and embryonic day (E) 11.5 hearts were used for RNA isolation. E11.5 hearts were microdissected in cold PBS and snap frozen in liquid nitrogen. The RNeasy Plus Mini Kit (QIAGEN, Germantown, MD) was used to extract total RNA, and cDNAs were generated using the Superscript III kit (Thermo Fisher Scientific, Waltham, MA). To detect mRNA, SYBR Green qRT-PCR was performed. PCR primers for genes of interest are listed in Supplementary Data 1. To perform mature microRNA expression analyses, purified total RNAs were converted to cDNAs using TaqMan^TM^ MicroRNA Reverse Transcription Kit (Catalogue #4366596, Thermo Fisher Scientific, Waltham, MA). qRT-PCR reactions were run on StepOne Plus Real-Time PCR System (Applied Biosystems, Waltham, MA). The probe sequences for mmu-miR-129-5p and U6 snRNA were purchased from Thermo Fisher Scientific. For bulk RNA and miRNA-Sequencing, samples were prepared following the provider’s guidelines (Novogene Corporation Inc, Sacramento, CA) and sequenced on an Illumina NextSeq500 (San Diego, CA). Sequencing reads were aligned to the UCSC mm10 reference genome using tophat2 and bowtie2 in R. Differential expression of transcripts was calculated using the cufflinks suite in R analyses.

### Single cell RNA-Sequencing (scRNA-seq)

E11.5 heart tissues were dissected in cold PBS and digested with 0.25% trypsin at 37 °C for 15 min. Digested cardiac cells were filtered with 70 μm cell strainers to remove remaining clumps. Subsequently, 10,000 live cells were captured with Chromium Next GEM Single Cell 3ʹ Reagent Kits v3.1 (10X Genomics, Pleasanton, CA) following manufacturer’s instructions. Briefly, single cells were partitioned into nanoliter-scale Gel Beads-in-emulsion (GEMs) using Chromium Next GEM Chip G in the Chromium Controller. Immediately following GEM generation, the Gel Bead was dissolved, primers were released, and co-partitioned cell was lysed, and its mRNA were reverse transcribed into barcoded cDNA. After further cleanup and amplification, the cDNA was enzymatically fragmented and amplified via PCR to generate sufficient mass for library construction. After end repair, A-tailing, adapter ligation and sample index PCR, the library comprised constructs containing the sample index, UMI sequences, barcode sequences, and Illumina standard sequencing primers P5 and P7 at both ends. The library was sequenced with Illumina NextSeq S4 platform to a sequencing depth of 140-270 million reads per sample. Reads were aligned to the Ensembl 104 mouse reference genome including the sequence for eYFP as a separate contig using STARsolo (version 2.7.10b)^70^. The resulting count tables (cells × genes) were converted into Annotated Data (anndata) format for analysis in Python. For quality control, all cells with less than 1500 or more than 9000 genes expressed were excluded. Additionally, cell doublets were filtered out using the Scrublet method^71^. Gene counts were normalized per cell to a total target sum and transformed using log1p. Highly variable genes were identified using the Seurat method^72^ and these genes were utilized for dimension reduction with PCA. Finally, cell embedding was performed with the UMAP algorithm (umap-learn version 0.5.3) and cells were clustered using leiden (leidenalg version 0.9.1) with resolution 0.2. Scoring of trabecular and compact CM subtypes was performed using ‘score_genes’ and differentially expressed genes between groups were obtained using ‘rank_genes_groups’, both methods from the SCANPY package^73^.

### Western blotting

Cell or tissue lysates were prepared in lysis buffer (20 mM Tris-HCl [pH 7.5], 15 mM NaCl, 1 mM Na_2_EDTA, 1 mM EGTA, 1% Triton X-100, 1 μg/ml leupeptin, 2.5 mM sodium pyrophosphate, 1 mM Na_3_VO_4_, and 1 mM β-glycerophosphate) with protease inhibitor cocktail (Roche, Indianapolis, IN) and 1 mM phenylmethylsulfonyl fluoride. Protein samples were resolved on 4–12% SDS-PAGE acrylamide gels before transferring to polyvinylidene fluoride membranes. Primary antibodies were visualized by chemiluminescence using HRP-conjugated secondary antibodies. Antibodies are listed in Supplementary Data 1. Western blots were normalized to loading controls and densitometric analysis was performed using Image J software.

### Statistical analysis and reproducibility

All experiments were independently repeated at least three times, and the number of samples (n) is stated in figure legends. Results are reported as the mean ± SD. For statistical analyses, normal distribution of data was assessed by Shapiro-Wilk’s test (when *n* ≥ 6). For data with small sample size (*n* < 6), non-parametric tests were applied. For parametric data with normal distribution, the statistical significance of the difference between means was assessed using the unpaired two tailed Student’s t-test between two groups and the Tukey or Dunnett post hoc test for one-way ANOVA. For non-parametric data or data with small sample size (*n* < 6), the Mann–Whitney U test and Kruskal–Wallis test for one-way ANOVA followed by the Dunn post hoc test were performed for comparisons between two groups. Specific statistical tests are stated in figure legends. RNA-seq data were background-corrected, variance-stabilized, normalized, and count matrix extracted through quality control using lumi package for the R programming language (http://bioconductor.org/packages/release/bioc/html/lumi.html). Differential expression analysis was performed using DESeq2 R package (https://bioconductor.org/packages/release/bioc/html/DESeq2. html). The resulting *p*-values were adjusted using the Benjamini and Hochberg’s approach for controlling the False Discovery Rate (FDR)^74^. Genes or miRs with an adjusted *p*-value < 0.01 found by DESeq2 were assigned as differentially expressed. Gene ontology (GO) enrichment analyses were performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) bioinformatics resources (https://david.ncifcrf.gov/). For relative gene expression analysis of qRT-PCR data, the expression of a gene of interest relative to an internal loading control gene was calculated using the comparative CT method (-ΔΔCT)^75^. The relative protein expression on western blots was quantified by densitometry, Fold changes for relative gene or protein expression were derived through division of values in the experimental group by the mean values from the control group. *P*-value < 0.05 was considered statistically significant. All statistical analyses were performed using GraphPad Prism 8 (GraphPad Software, Boston, MA). The images with the value closest to the mean value were selected as representative images. We state the number of biological samples to generate the data shown in this manuscript. No data were excluded from the analyses.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

### Source data

Source Data

## Data Availability

All data associated with this study are present in the main text or the supplementary materials. Source data are provided with this paper. The scRNA-seq, RNA-seq and miRNA-seq data generated in this study have been deposited in the GEO database under accession code GSE229661. All raw data are available from the authors upon reasonable request. Source data are provided with this paper.

# Supplementary material for: Endocardial HDAC3 is required for myocardial trabeculation
**Source:** Nat Commun. 2024 May 16;15:4166. doi: 10.1038/s41467-024-48362-6
**Supplement:** Supplementary file 1 — Supplementary Information

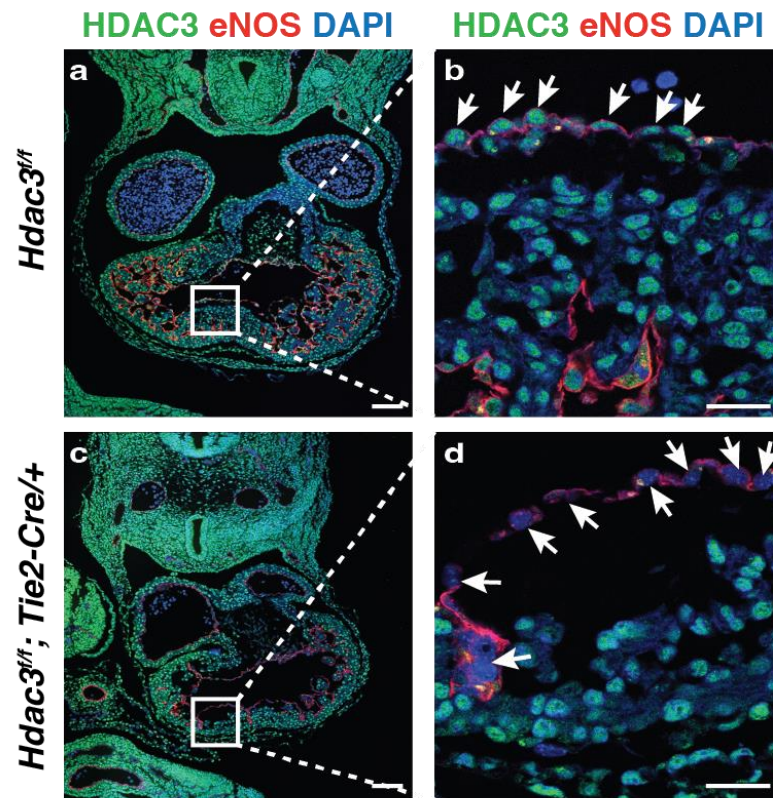

**Supplementary Figure 1. Restrictive ablation of *Hdac3* in the developing cardiac endothelial cells.**

Immunofluorescence staining shows specific deletion of HDAC3 in the cardiac endothelial cells (eNOS+, arrows) in E10.5 *Hdac3<sup>tko</sup>* (*Hdac3<sup>fl/fl</sup>; Tie2-Cre/+*) heart as compared to the littermate control (*Hdac3<sup>fl/fl</sup>*) heart (a). Scale bars, a and c, 100  $\mu$ m; b and d, 25  $\mu$ m.

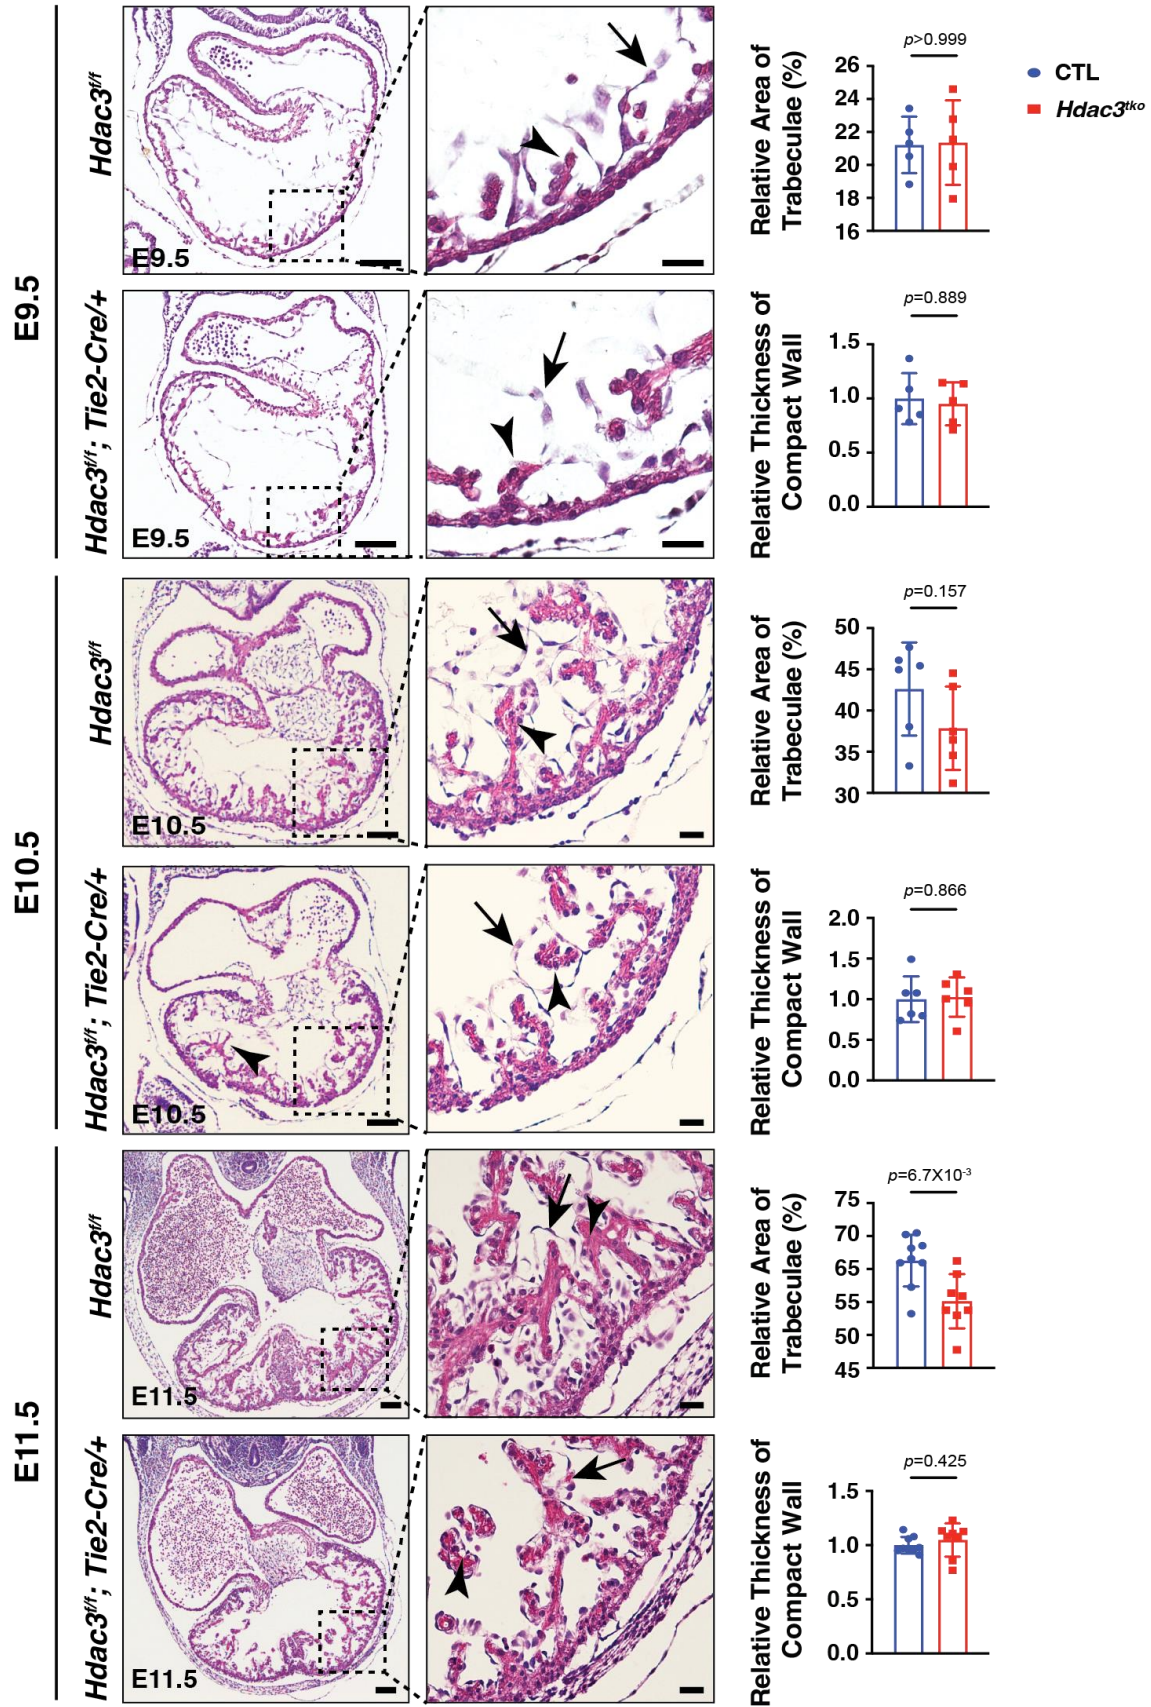

**Supplementary Figure 2. Histological analyses of cardiac phenotypes of *Hdac3*<sup>tko</sup> hearts at early embryonic stages.**

Hematoxylin and eosin staining on cross sections of E9.5-E11.5 *Hdac3*<sup>tko</sup> embryos (*Hdac3*<sup>fl/f</sup>; *Tie2-Cre*/+) and littermate control (CTL) embryos (*Hdac3*<sup>fl/f</sup>). Arrows mark endocardium and arrowheads point to trabeculae. Quantifications are shown on the right. For E9.5, CTL: n=5, *Hdac3*<sup>tko</sup>: n=5; For E10.5, CTL: n=6, *Hdac3*<sup>tko</sup>: n=6; For E11.5, CTL: n=9, *Hdac3*<sup>tko</sup>: n=8. Scale bars, 100  $\mu$ m and 25  $\mu$ m (in insets). are presented as the mean  $\pm$  SD. *P*-values were determined by the two tailed Mann-Whitney U test for E9.5 embryos, and unpaired two tailed Student's *t*-test for E10.5 and E11.5 embryos.

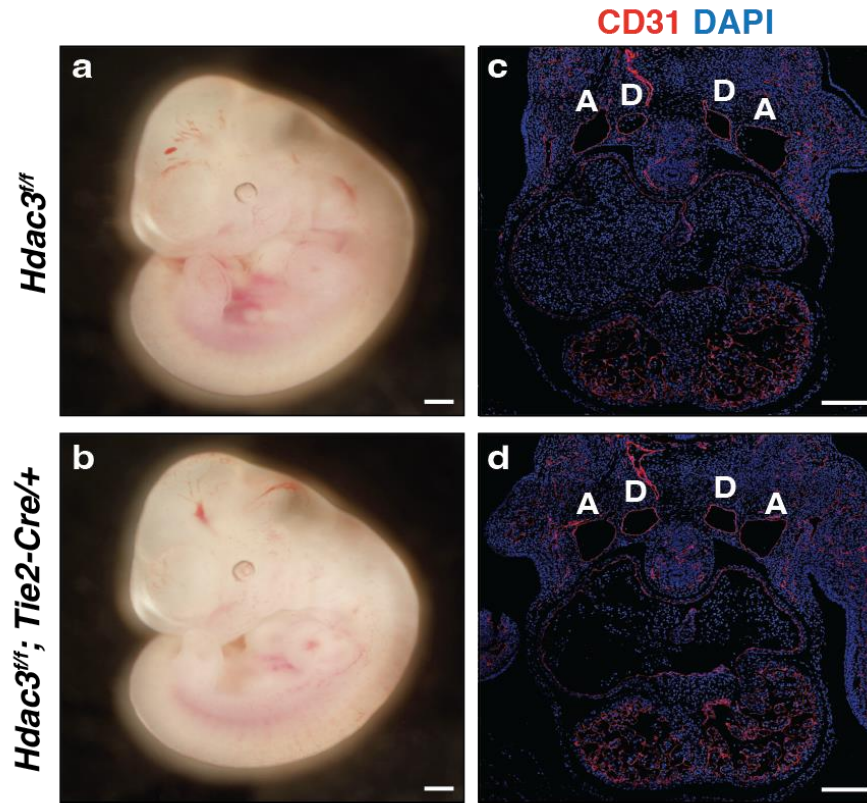

**Supplementary Figure 3. Normal vasculature in *Hdac3<sup>tko</sup>* embryos.**

a and b, gross morphology of an E11.5 *Hdac3<sup>tko</sup>* (*Hdac3<sup>ff</sup>*; *Tie2-Cre*<sup>+/+</sup>) embryo (b) and an E11.5 littermate control (CTL, *Hdac3<sup>ff</sup>*) embryo (a). c and d, immunofluorescence staining of CD31. There were no apparent differences in either gross appearance or vasculature between *Hdac3<sup>tko</sup>* and CTL embryos. A, anterior cardinal vein; D, dorsal aorta. Scale bars, a&b, 500um; c&d, 200um.

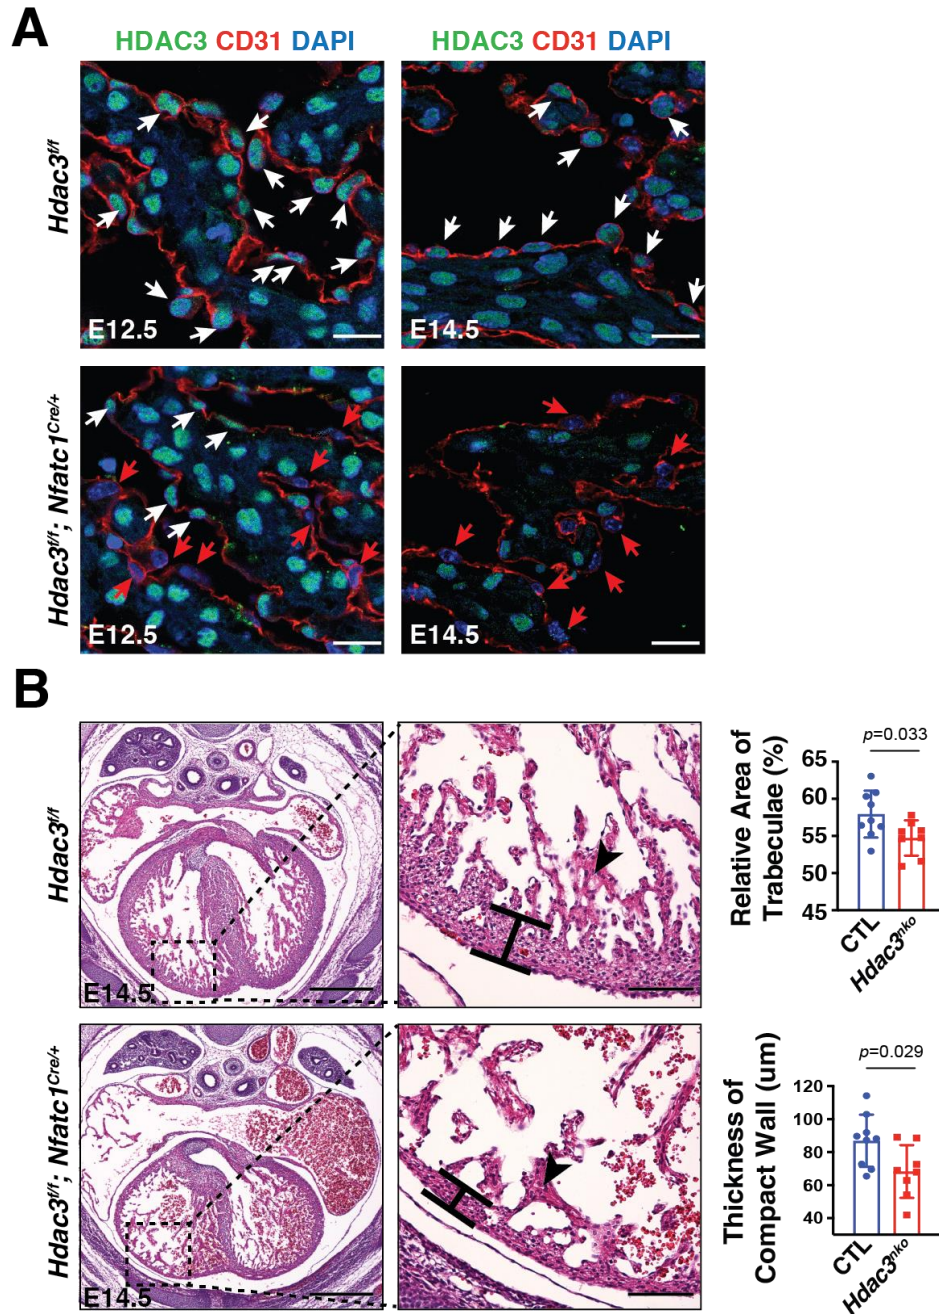

**Supplementary Figure 4. Endocardial specific deletion of *Hdac3* results in ventricular hypoplasia.**

**(A)** Deletion of *Hdac3* by *Nfatc1<sup>Cre/+</sup>* in the developing endocardium (E12.5 and E14.5). Immunofluorescence staining for HDAC3 and eNOS was performed. White arrows point

to endocardial cells that express HDAC3, whereas red arrows point to endocardial cells in which HDAC3 is absent. Scale bars, 20  $\mu\text{m}$ . **(B)** Cardiac phenotypes of E14.5 *Hdac3* endocardial knockout (*Hdac3<sup>nko</sup>*, *Hdac3<sup>fl/f</sup>*; *Nfatc1<sup>Cre/+</sup>*) embryos. Arrowheads point to trabeculae. Scale bars, 500  $\mu\text{m}$  (main panels) and 100  $\mu\text{m}$  (insets). Quantifications are shown on the right. CTL: n=9, *Hdac3<sup>nko</sup>*: n=8. are presented as the mean  $\pm$  SD. *P*-values were determined by unpaired two tailed Student's *t*-test.

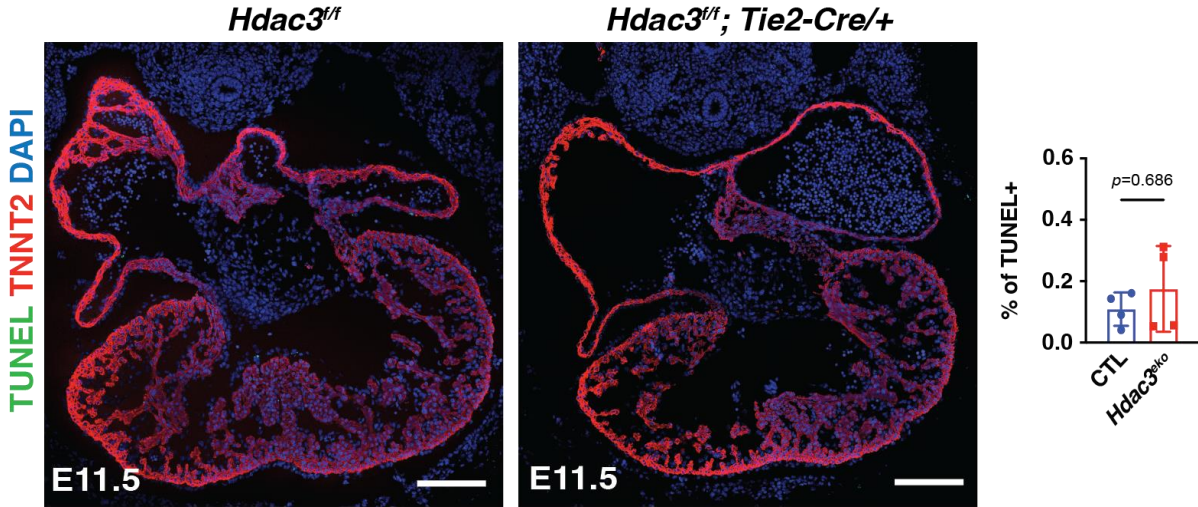

**Supplementary Figure 5. Apoptosis assessment in E11.5 *Hdac3<sup>tko</sup>* (*Hdac3<sup>f/f</sup>; Tie2-Cre/+*) and littermate control (CTL, *Hdac3<sup>f/f</sup>*) hearts by TUNEL staining.**

Scale bars, 100 μm. Quantitation is shown on the right (n=4 in each group). are presented as the mean ± SD. *P*-values were determined by the two tailed Mann-Whitney U test.

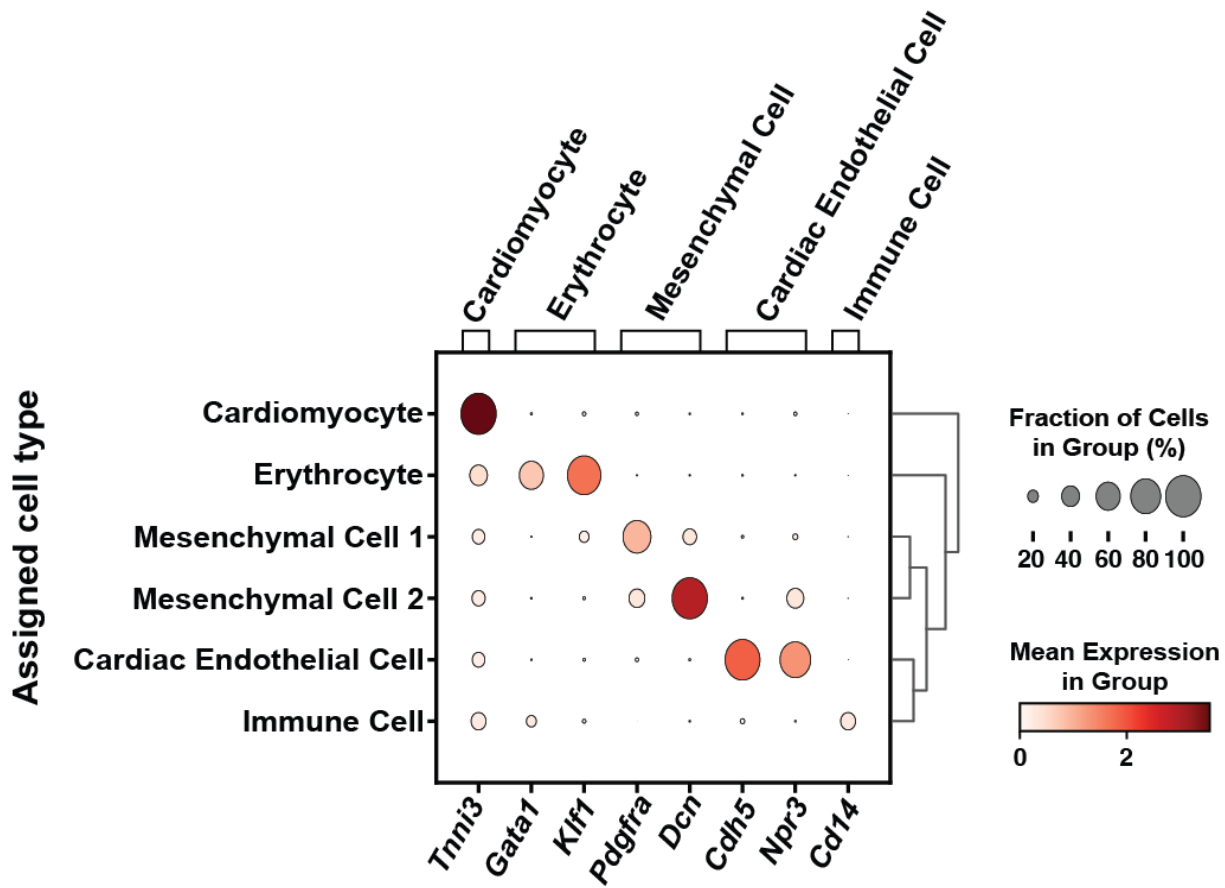

Supplementary Figure 6. The cluster assignment of representative genes for various cardiac cell types.

**A**

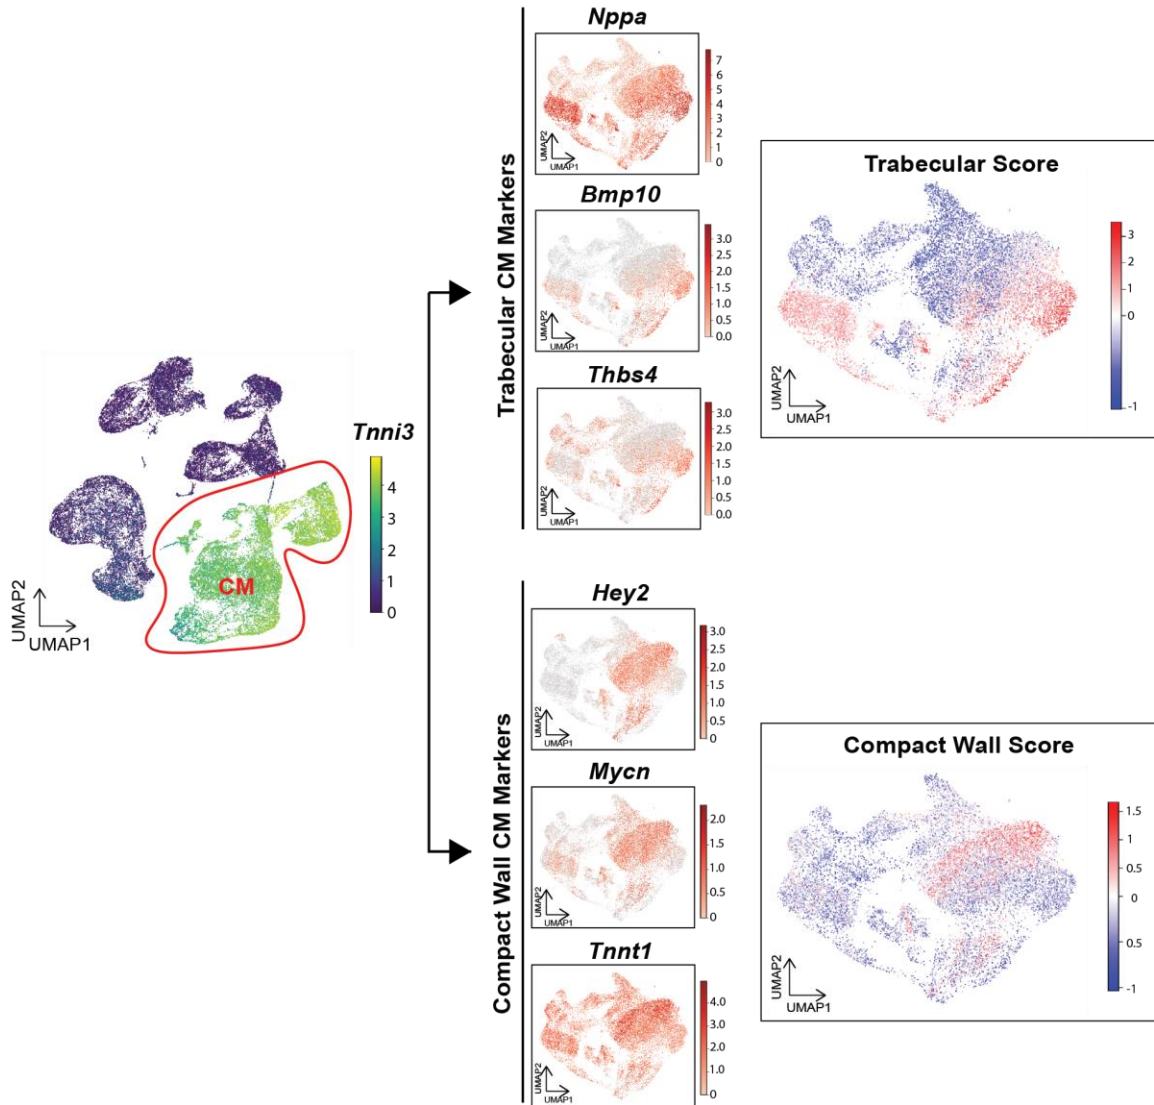

**B**

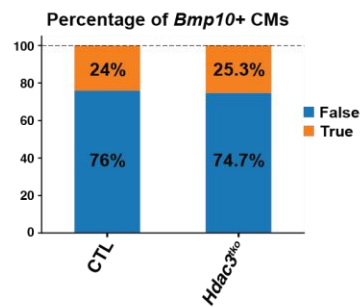

**Supplementary Figure 7. UMAP plots depicting the score of trabecular and compact wall cardiomyocytes and percentage of *Bmp10*+ Cells.**

**(A)** UMAP plots of trabecular score and compact wall score. Within *Tnni3*<sup>+</sup> E11.5 cardiomyocytes (CMs), UMAP plots demonstrate the expression of trabecular CM marker genes including *Nppa*, *Bmp10* and *Thbs4*, and compact wall CM marker genes including *Hey2*, *Mycn* and *Tnnt1*. The calculated trabecular score and compact wall score are shown on the right. **(B)** Percentage of *Bmp10*<sup>+</sup> cells within E11.5 *Hdac3*<sup>ko</sup> and littermate control (CTL) hearts. n=4 for each group.

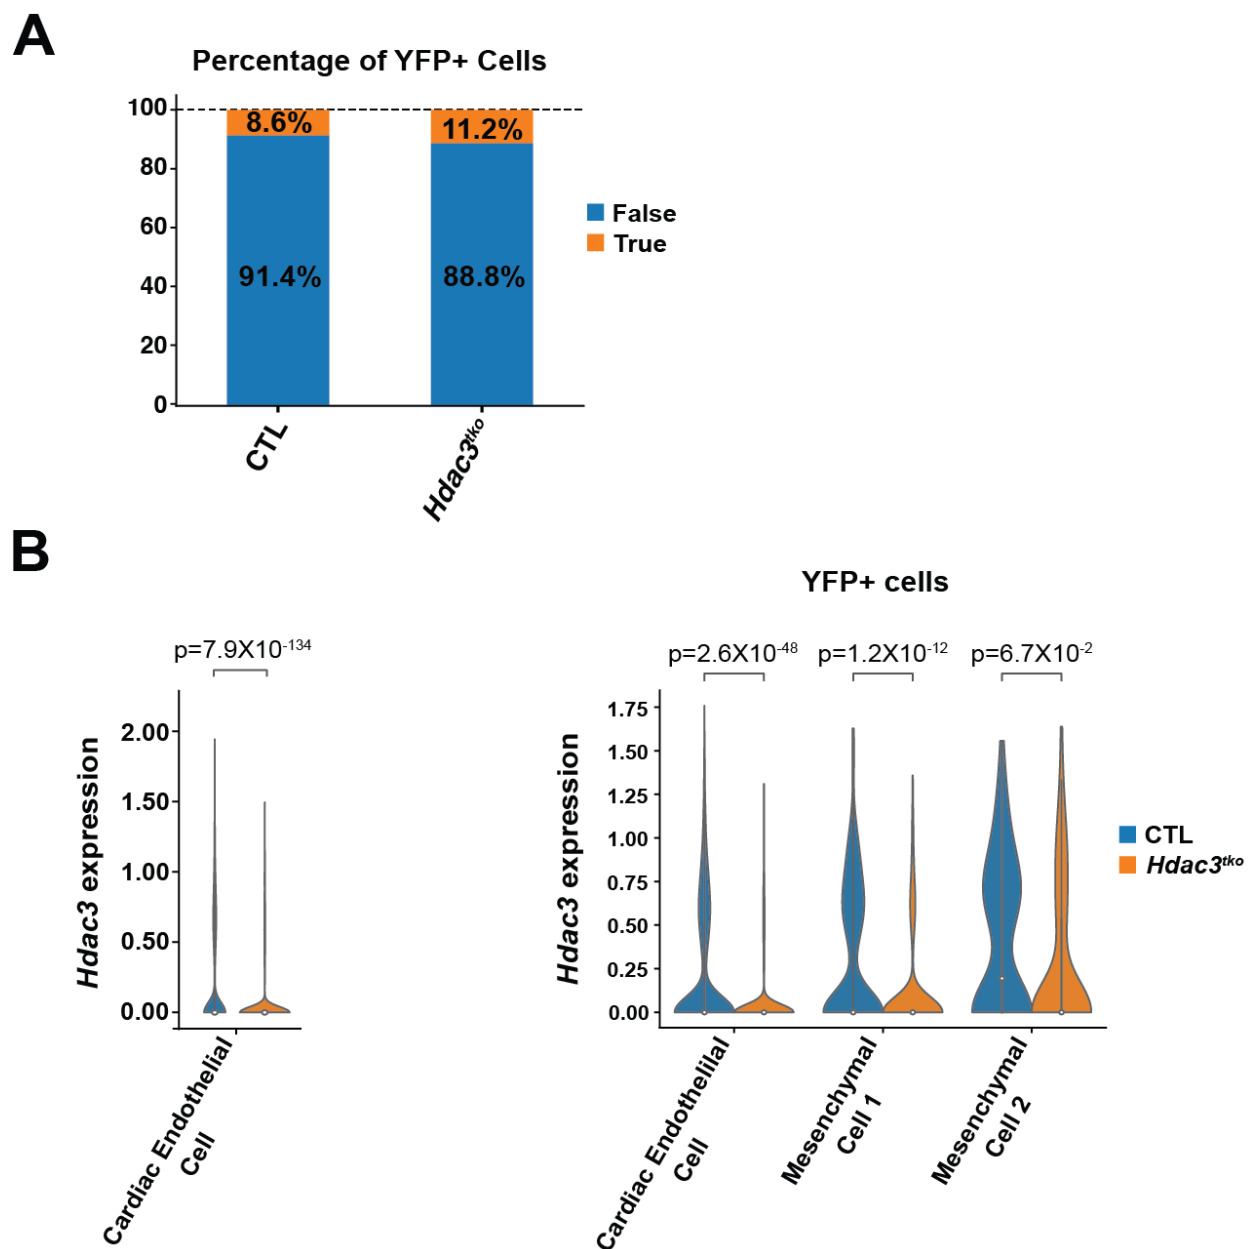

**Supplementary Figure 8. scRNA-seq analysis of YFP+ cells in E11.5 *Hdac3<sup>tko</sup>* and littermate control (CTL) hearts.**

**(A)** Percentage of YFP+ cells. CTL:  $n=3$ , *Hdac3<sup>tko</sup>*:  $n=4$ . **(B)** Expression of *Hdac3* in the scRNA-seq data. (Left) Violin plots visualizing *Hdac3* gene expression in the endocardium. (Right) *Hdac3* expression in YFP+ clusters. are presented as the mean  $\pm$  SD. *P*-value was determined by unpaired two tailed Student's *t*-test.

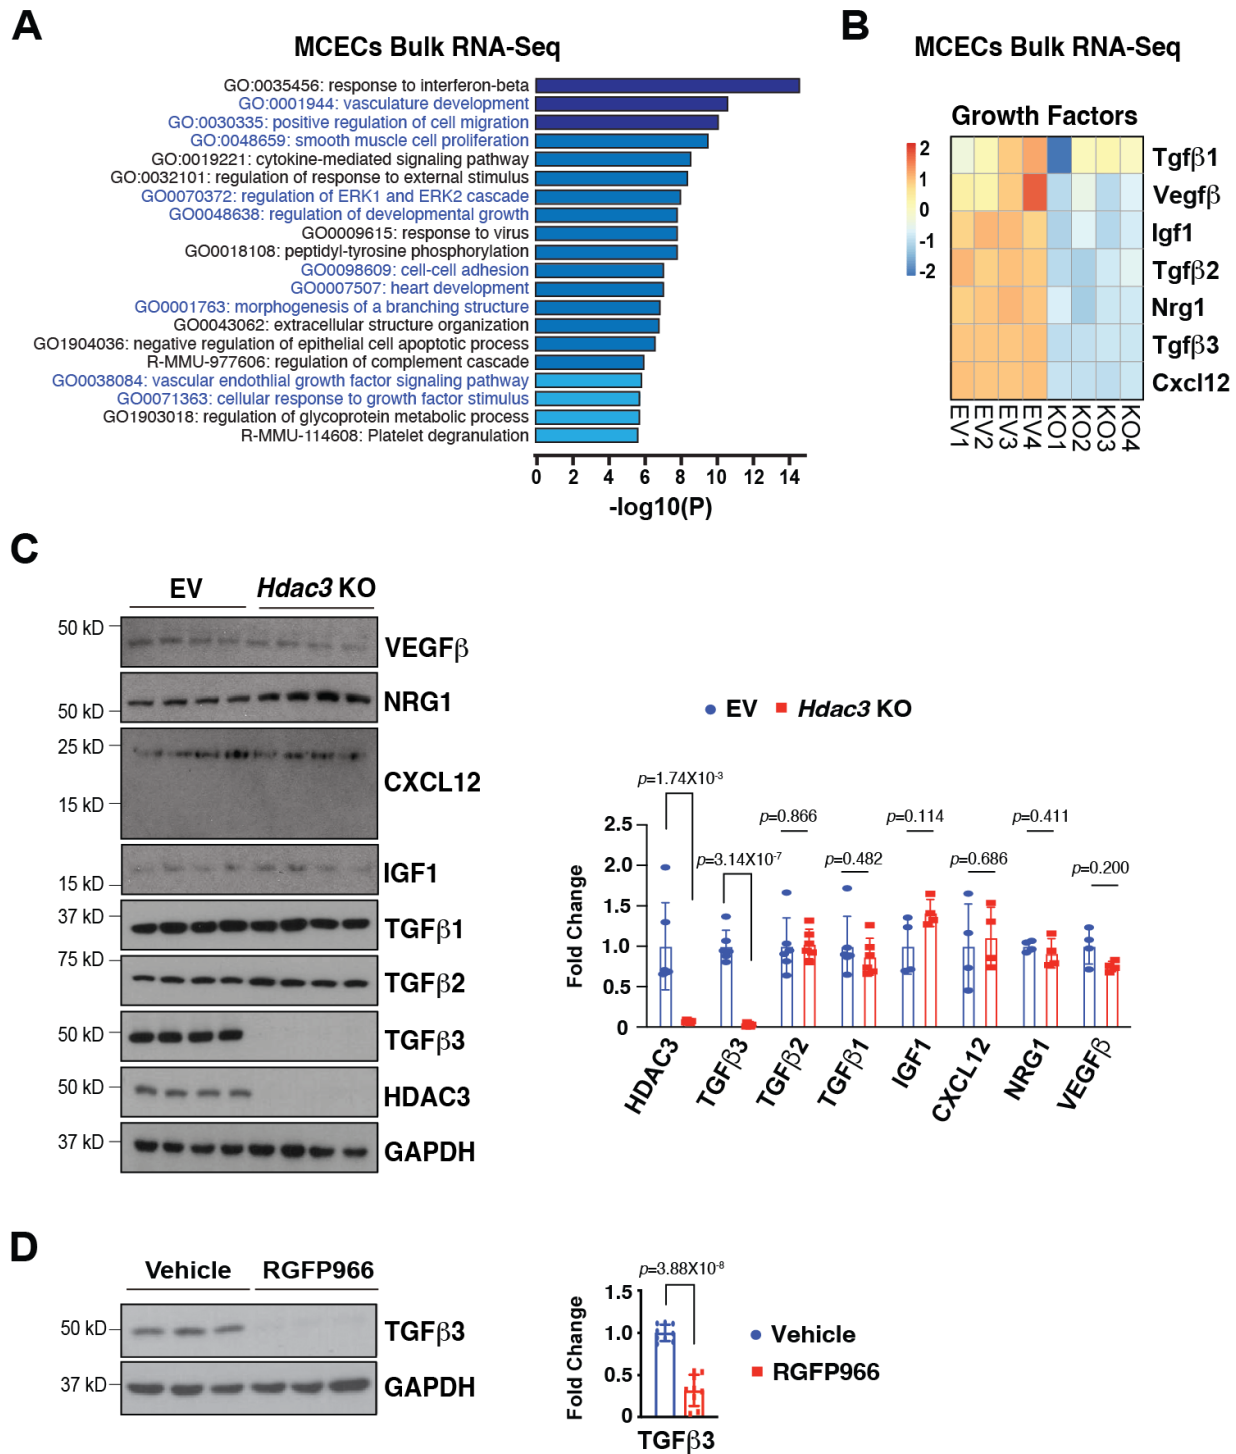

**Supplementary Figure 9. HDAC3 induces the expression of Tgfβ3 dependent on its deacetylase activity.**

**(A)** Gene Ontology (GO) pathway analyses of RNA Seq in *Hdac3* KO and EV MCECs. n=4 in each group. Cut-off criteria: adjusted *P*-value<0.01. GO enrichment analyses were performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) bioinformatics resources (<https://david.ncifcrf.gov/>). **(B)** Heatmap of growth factors (*Tgfβ1*, *Vegfβ*, *Igf1*, *Tgfβ2*, *Nrg1*, *Tgfβ3* and *Cxcl12*) in *Hdac3* KO and CTL MCECs. 

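The heatmap of panel B has one column per library, EV1 to EV4 and KO1 to KO4, and one row per gene, on a color scale that runs from -2 to 2. The paper's text does not name how each row was scaled. If each row was scaled to its own spread, a gene with a small change can span as many colors as one with a large change. The normalized counts of *Tgfb1* behind one row were 960, 1056, 1003 and 1077 in EV replicates 1 to 4, and 737, 725, 719 and 617 in KO replicates 1 to 4.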

Data were extracted from the bulk RNA-sequencing data. **(C)** Quantification of TGFβ1, VEGFβ, IGF1, TGFβ2, NRG1, TGFβ3 and CXCL12 in *Hdac3* KO MCECs by western blot. GAPDH was used as protein loading control. n=6 for HDAC3, TGFβ1, TGFβ2 and TGFβ3 in each group. n=4 for VEGFβ, IGF1, NRG1 and CXCL12 in each group. are presented as the mean ± SD. *P*-values were determined by unpaired two tailed Student's *t*-test and the two tailed Mann-Whitney U test. **(D)** Reduced TGFβ3 protein expression after RGFP966 (selective HDAC3 inhibitor) treatment. MCEC were treated with 10 μM RGFP966 or vehicle for 24 hours. n=9 in each group. are presented as the mean ± SD. *P*-values were determined by unpaired two tailed Student's *t*-test.

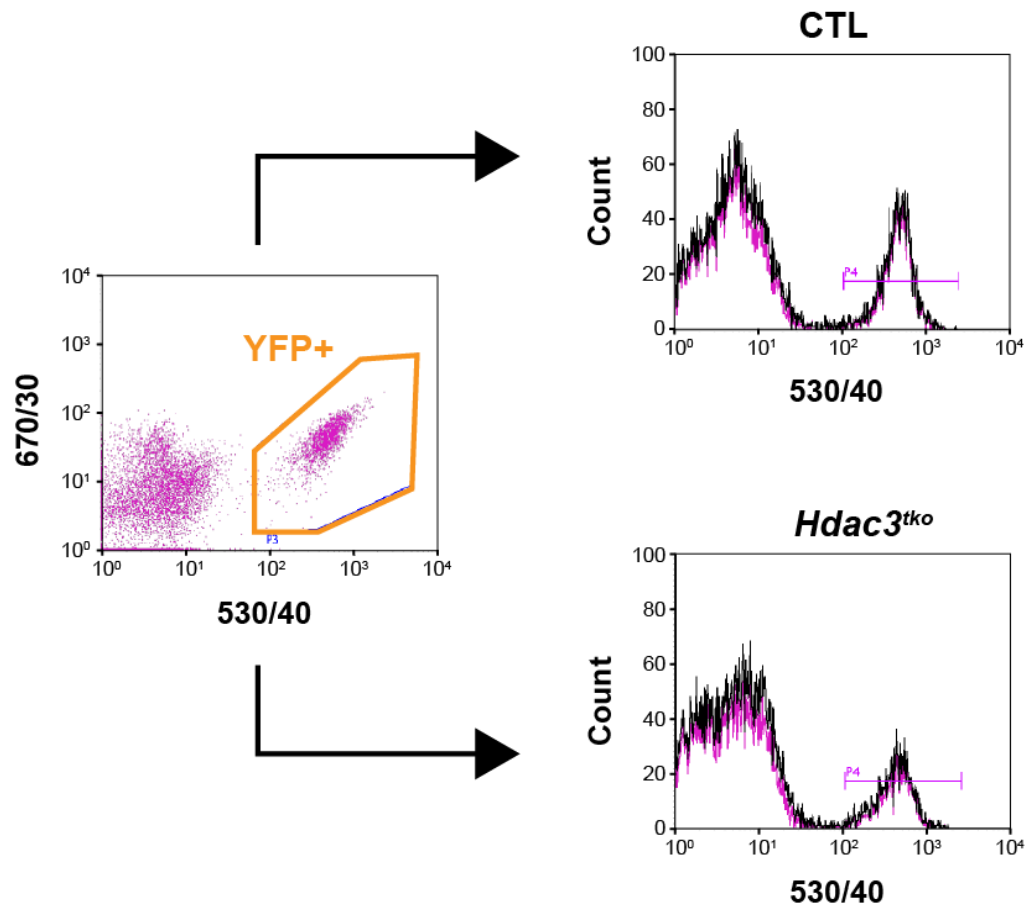

**Supplementary Figure 10. Fluorescence-activated cell sorting of YFP+ E11.5 cardiac endothelial cells.**

YFP+ cells from *Hdac3*<sup>tko</sup> (*Hdac3*<sup>f/f</sup>; *Tie2*-Cre/+; *R26*<sup>eYFP/+</sup>) and CTL (*Hdac3*<sup>f/f</sup>; *Tie2*-Cre/+; *R26*<sup>eYFP/+</sup>) hearts were gated and sorted for subsequent qRT-PCR analysis.

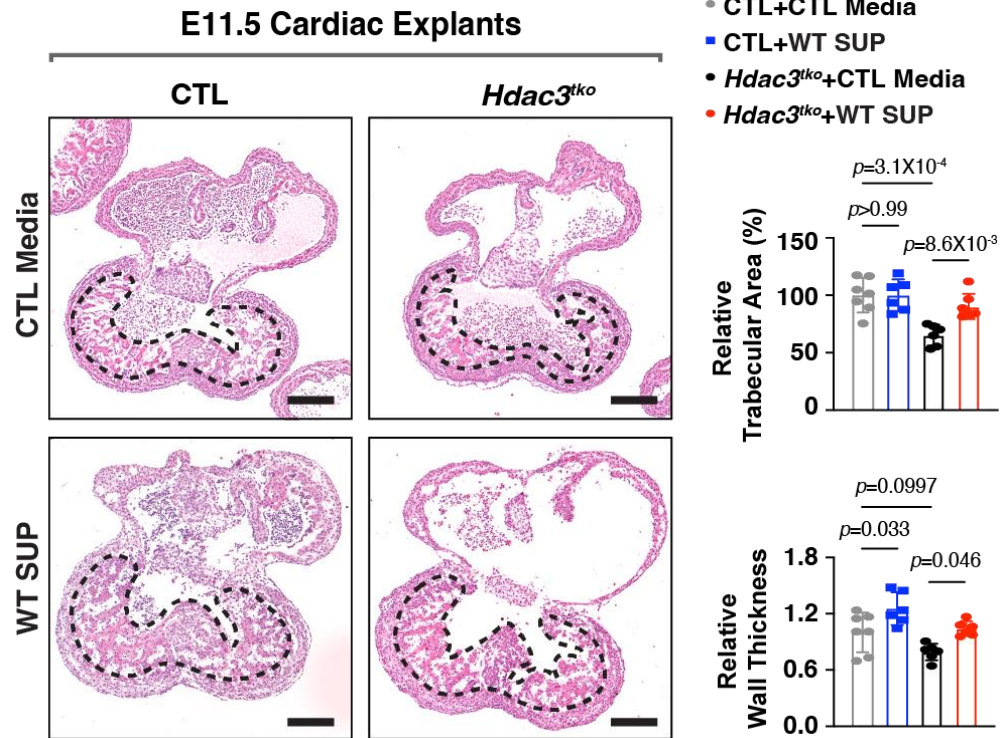

**Supplementary Figure 11. Wildtype MCEC supernatant supplementation rescues myocardial growth defects in endocardial *Hdac3* deficient hearts.**

Representative images of Hematoxylin and Eosin staining of E11.5 cardiac explants treated with wildtype (WT) MCEC medium (Final concentration of SUP: 250 ng/mL) or control (CTL) medium (DMEM/F-12 only) for 24 hours. Quantifications of relative ventricular trabecular area and wall thickness (relative to the mean values of CTL cardiac explants in CTL media group) are shown on the right. CTL (*Hdac3<sup>f/f</sup>*) cardiac explants in CTL media: n=7, *Hdac3<sup>tko</sup>* (*Hdac3<sup>f/f</sup>; Tie2-Cre/+*) cardiac explants in CTL media: n=6, CTL cardiac explants in WT MCEC supernatant (SUP) treatment: n=6, *Hdac3<sup>tko</sup>* cardiac explants in WT MCEC SUP treatment: n=6. Scale bars, 200  $\mu$ m. are presented as the mean  $\pm$  SD. *P*-values were determined by the one-way ANOVA followed by Tukey post hoc test.

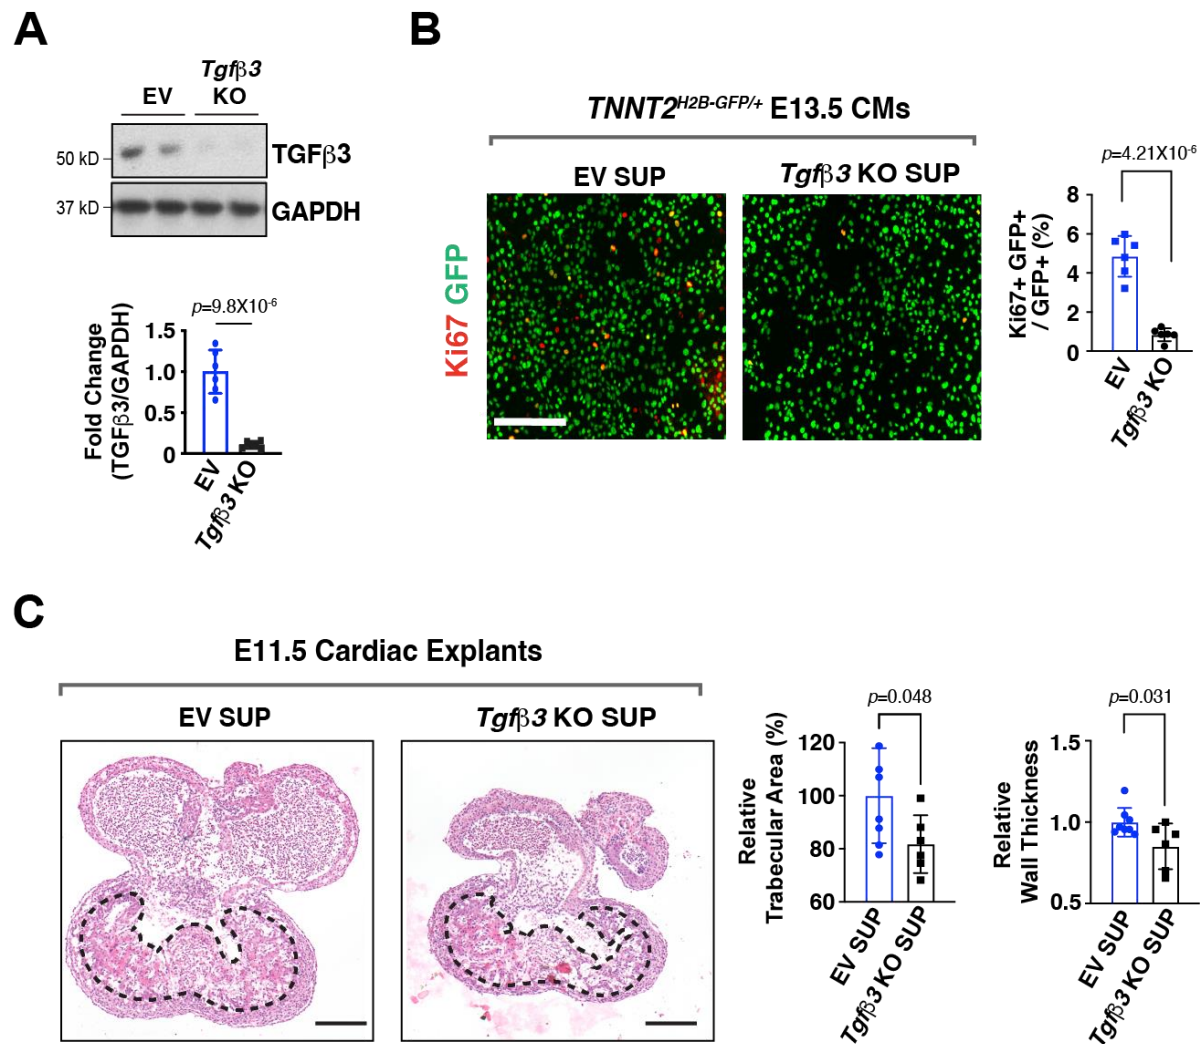

**Supplementary Figure 12. Reduced capacity of *Tgfβ3* knockout (KO) MCEC supernatants in inducing myocardial growth,**

**(A)** Generation of *Tgfβ3* KO and empty vector control (EV) MCECs by CRISPR/Cas9. Deletion of *Tgfβ3* was verified by western blot. Quantification is shown on the right (n=6 in each group). **(B)** The effects of *Tgfβ3* KO MCEC supernatants (SUPs) on E13.5 *Tnnt2<sup>nGFP/+</sup>* CM proliferation. Representative immunofluorescence micrographs are shown. Scale bar, 200 μm. Percentage of Ki67+ CMs were quantitated (n=6 in each group). **(C)** Representative images of Hematoxylin and Eosin staining of E11.5 wildtype

heart explants (frontal section). Quantifications of relative ventricular trabecular area and wall thickness (relative to the mean values of the EV SUP group) are shown on the right. EV SUP: n=8, *Tgf $\beta$ 3* KO MCEC SUP treatment: n=6. Scale bars, 200  $\mu$ m. are presented as the mean  $\pm$  SD. *P*-values were determined by unpaired two tailed Student's *t*-test.

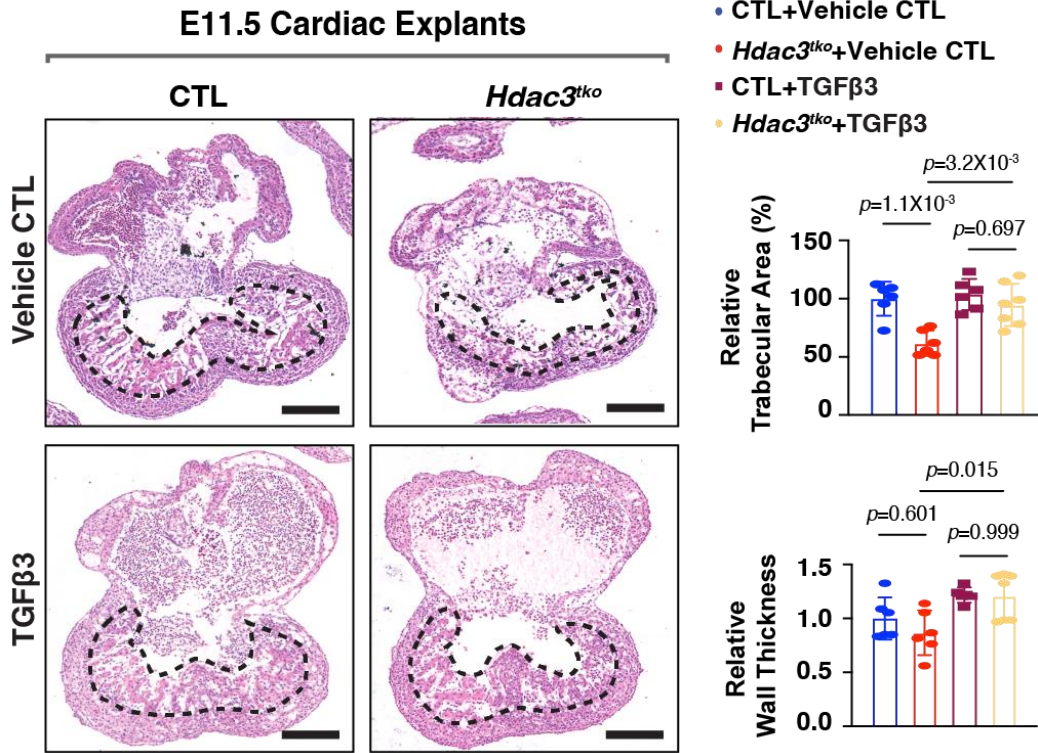

**Supplementary Figure 13. TGFβ3 supplementation rescues myocardial growth defects in endocardial *Hdac3* deficient hearts.**

Representative images of Hematoxylin and Eosin staining of E11.5 cardiac explants treated with TGFβ3 medium (TGFβ3 final concentration: 250 ng/mL) or vehicle control medium for 24 hours. Quantifications of relative ventricular trabecular area and wall thickness (relative to the mean values of CTL cardiac explants in Vehicle CTL media group) are shown on the right. CTL (*Hdac3<sup>f/f</sup>*) cardiac explants in Vehicle CTL media: n=6, *Hdac3<sup>tko</sup>* (*Hdac3<sup>f/f</sup>; Tie2-Cre/+*) cardiac explants in Vehicle CTL media: n=6, CTL cardiac explants in TGFβ3 media: n=6, *Hdac3<sup>tko</sup>* cardiac explants in TGFβ3 media: n=7. Scale bars, 200 μm. are presented as the mean ± SD. *P*-values were determined by the one-way ANOVA followed by Tukey post hoc test.

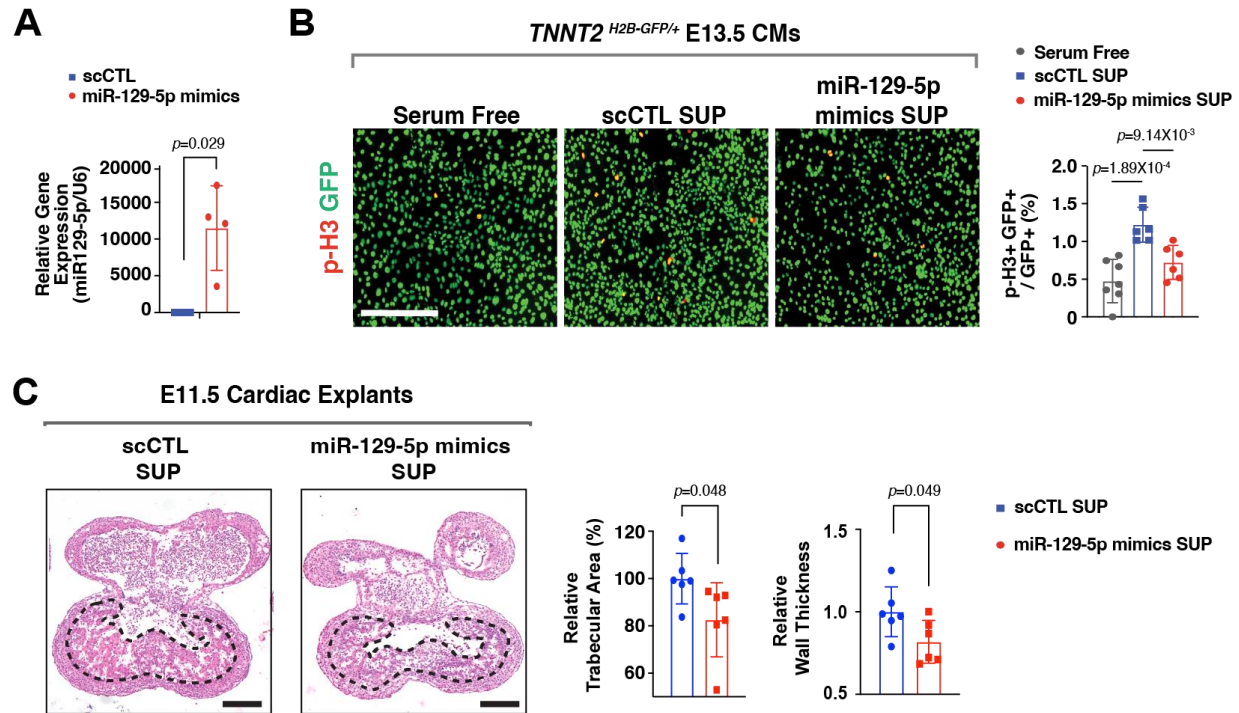

**Supplementary Figure 14. Reduced capacity of miR-129-5p-mimics-treated MCEC supernatants in inducing cardiomyocyte proliferation and myocardial growth.**

**(A)** Quantification of miR-129-5p expression in scramble control RNAs (scCTL) and miR129 mimics-treated MCECs.  $n=4$  in each group. are presented as the mean  $\pm$  SD.  $P$ -value was determined by the two tailed Mann-Whitney U test. **(B)** Evaluation of the effects of supernatants (SUPs) from miR-129-5p-mimics-treated MCECs on E13.5 *Tnnt2*<sup>nGFP/+</sup> CM proliferation. Representative immunofluorescence micrographs are presented. Scale bars, 200  $\mu$ m. Percentage of phospho-histone H3 (p-H3)+ CMs was quantified. Independent samples:  $n=6$  in each group. are presented as the mean  $\pm$  SD.  $P$ -values were determined by one-way ANOVA followed by the Tukey post hoc test. **(C)** Representative images of Hematoxylin and Eosin staining of E11.5 wildtype heart explants (frontal section). Quantifications of relative ventricular trabecular area and wall thickness (relative to the mean values of the scCTL group) are shown on the right. scCTL

SUP: n=6, miR-129-5p mimics SUP: n=6. Scale bars, 200  $\mu$ m. are presented as the mean  $\pm$  SD. *P*-values were determined by unpaired two tailed Student's *t*-test.

|               | <b>Others</b><br><b>(<i>Hdac3<sup>f/f</sup></i>, <i>Hdac3<sup>f/+</sup></i>,<br/><i>Tie2-Cre; Hdac3<sup>f/+</sup></i>)</b><br><b>[expected: 75%]</b> | <b><i>Hdac3<sup>tko</sup></i></b><br><b>(<i>Tie2-Cre; Hdac3<sup>f/f</sup></i>)</b><br><b>[expected: 25%]</b> | <b>p-value</b>           |
|---------------|------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------|--------------------------|
| E9.5 [n (%)]  | 140 (72.9%)                                                                                                                                          | 52 (27.1%)                                                                                                   | 0.505                    |
| E10.5 [n (%)] | 168 (78.6%)                                                                                                                                          | 46 (21.4%)                                                                                                   | 0.2364                   |
| E11.5 [n (%)] | 370 (78.6%)                                                                                                                                          | 101 (21.4%)                                                                                                  | 0.0747                   |
| E12.5 [n (%)] | 91 (87.5%)                                                                                                                                           | 13 (12.5%)                                                                                                   | 0.0032 *                 |
| E14.5 [n (%)] | 114 (99.1%)                                                                                                                                          | 1 (0.9%)                                                                                                     | 2.44X10 <sup>-9</sup> *  |
| P0            | 336 (100%)                                                                                                                                           | 0                                                                                                            | <1.0X10 <sup>-15</sup> * |

**Supplementary Table 1. Genotype distribution of *Hdac3<sup>tko</sup>* embryos and offspring**

**(♂: *Hdac3<sup>f/+</sup>*; *Tie2-Cre* X ♀: *Hdac3<sup>f/f</sup>*)**

*P*-values calculated by Chi-square test (one-sided) were used to compare genotype distribution with the expected Mendelian Ratio.

|               | <b>Others</b><br><b>(<i>Hdac3<sup>f/f</sup></i>, <i>Hdac3<sup>f/+</sup></i>,<br/><i>Nfatc1<sup>Cre/+</sup></i>; <i>Hdac3<sup>f/+</sup></i>)</b><br><b>[expected: 75%]</b> | <b><i>Hdac3<sup>nko</sup></i></b><br><b>(<i>Nfatc1<sup>Cre/+</sup></i>; <i>Hdac3<sup>f/f</sup></i>)</b><br><b>[expected: 25%]</b> | <b>p-value</b>           |
|---------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------|--------------------------|
| E14.5 [n (%)] | 66 (82.5%)                                                                                                                                                                | 14 (17.5%)                                                                                                                        | 0.1213                   |
| P0            | 209 (100%)                                                                                                                                                                | 0                                                                                                                                 | <1.0X10 <sup>-15</sup> * |

**Supplementary Table 2. Genotype distribution of *Hdac3<sup>nko</sup>* embryos and offspring**

**(♂: *Hdac3<sup>f/+</sup>*; *Nfatc1<sup>Cre/+</sup>* X ♀: *Hdac3<sup>f/f</sup>*)**

*P*-values calculated by Chi-square test (one-sided) were used to compare genotype distribution with the expected Mendelian Ratio.

Supple Figure 9C

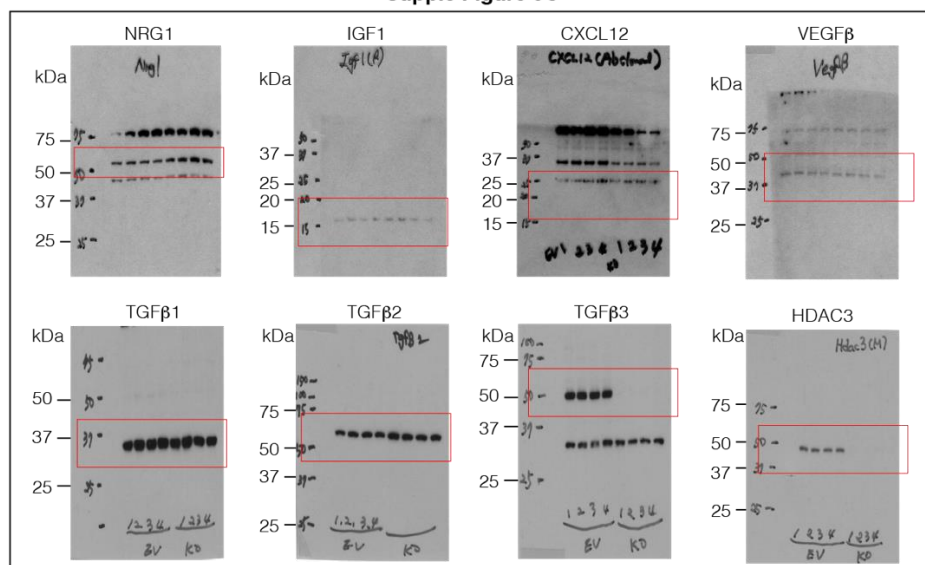

Supple Figure 9D

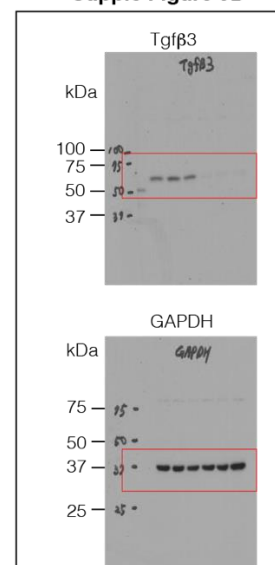

Uncropped scans of all blots and gels for the supplementary figures.

# Supplementary material for: Endocardial HDAC3 is required for myocardial trabeculation
**Source:** Nat Commun. 2024 May 16;15:4166. doi: 10.1038/s41467-024-48362-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1:** Animal models, antibodies and qRT-PCR primers used in the study.

# Supplementary material for: Endocardial HDAC3 is required for myocardial trabeculation
**Source:** Nat Commun. 2024 May 16;15:4166. doi: 10.1038/s41467-024-48362-6
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Imaging data were on a Zeiss LSM 710 confocal Microscope or a Leica DM6 fluorescence microscope. Epifluorescence and gross images of embryos were imaged on a Leica M205 FCA stereo fluorescence microscope. Western blots were developed using Series XXXV A Rapid Processor and scanned with EPSON PERFECTION 4870 PHOTO. Bioanalyzer (2100, Agilent) for analyzing the quality of the extracted RNA. qPCR data were collected using StepOne Plus Real-Time PCR system (Applied Biosystems). Bulk RNA-Seq and miRNA data were collected using Illumina NextSeq500 sequencer. scRNA-Seq data were collected using Illumina NextSeq S4.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Data analysis   | Fiji software (National Institutes of Health [NIH]) was used to quantify all imaging data. Flowcytometry data analysis was performed using Flowjo software Ver 10.10. Graphpad Prism version 9.4.0 (Graph Pad Software) and Microsoft Excel version 16.72 (Microsoft) were used to analyze the data.<br>Bulk RNA-Seq and miRNA-Seq data: Data were analyzed using R package with "DESeq2" and "ClusterProfiler".<br>Single cell RNA sequencing (scRNA-Seq data): Reads were aligned to the Ensembl 104 mouse reference genome including the sequence for eYFP as a separate contig using STARsolo (version 2.7.10b). The resulting count tables (cells x genes) were converted into Annotated Data (anndata) format for analysis in Python. For quality control, all cells with less than 1500 or more than 9000 genes expressed were excluded. Additionally, cell doublets were filtered out using the Scrublet method. Gene counts were normalized per cell to a total target sum and transformed using log1p. Highly variable genes were identified using the Seurat method and these genes were utilized for dimension reduction with PCA. Finally, cell embedding was performed with the UMAP algorithm (umap-learn version 0.5.3) and cells were clustered using leiden (leidenalg version 0.9.1) with resolution 0.2. Scoring of trabecular and compact CM subtypes was performed using 'score_genes' and differentially expressed genes between groups were obtained using 'rank_genes_groups', both methods from the SCANPY package. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data associated with this study are present in the main text or the supplementary materials. Source data are provided with this paper. The scRNA-seq, RNA-seq and miRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus under accession code GSE229661. All raw data are available from the authors upon reasonable request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For animal studies, sample size is determined either by power calculation or with a minimum number of 6. For ex vivo quantifications, all tissues per biological replicate were included in the analysis. For in vitro studies, we typically conduct 4-8 technical replicates, depending on the accuracy of the assay, and according also to our previous experience (Jihyun Jang et al., 2022, Circulation Research, PMID: 35722872), in which significant changes can be consistently reproduced and are often biologically meaningful with such sample size. |
| Data exclusions | no data exclusions.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Replication     | All experimental findings were replicated at least 3 times with enough reproducibility. All attempts at data replication were successful. Number of biological replicates in each panel is included in figure legends.                                                                                                                                                                                                                                                                                                                                          |
| Randomization   | All animals used in this manuscript were randomly assigned into each experimental group. For in vitro cell or cardiac explant culture experiments, cells and cardiac explants were allocated into each well and assigned with experimental conditions randomly.                                                                                                                                                                                                                                                                                                 |
| Blinding        | The researcher who performed histology and immunostaining was blinded to group allocation during the entire study. A researcher blinded to the group allocation was responsible for final data analysis.                                                                                                                                                                                                                                                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

HDAC3 (Santa Cruz, sc-11417), IHC-1:50  
 CD31 (Dianova, Dia-310), IHC-1:200  
 BrdU (eBioscience, 14-5071-80) IHC-1:50  
 eNOS (BD Pharmingen, 610296) IHC-1:250  
 TNNT2 (Fisher Thermo Scientific, ms-295-P1) IHC-1:200  
 Ki67 (Invitrogen, MA5-14520) ICC-1:100  
 p-H3 (Cell Signaling, #9701S) IHC-1:20, ICC-1:100  
 GFP (Abcam, ab6673) IHC-1:200  
 VEGFb (GeneTex, GTX53099) WB-1:1,000  
 NRG1 (Proteintech, 10527-1-AP) WB-1:1,000  
 IGF1 (Origene, TA805792S) WB-1:1,000  
 CXCL12 (Abclonal, A18225) WB-1:1,000  
 TGFb1 (Proteintech, 21898-1-AP) WB-1:1,000  
 TGFb2 (Proteintech, 19999-1-AP) WB-1:1,000  
 TGFb3 (Invitrogen, PA5-78197) WB-1:1,000  
 GAPDH (Proteintech, HRP-60004) WB-1:10,000

## Validation

All the antibodies used in this study were purchased from vendors and already validated by vendors.

HDAC3 (<https://www.scbt.com/p/hdac3-antibody-h-99>)  
 CD31 (IHC-1:200, <https://www.arp1.com/anti-cd31-monoclonal-antibody-dia-310.html>)  
 BrdU (IHC-1:50, <https://www.thermofisher.com/antibody/product/BrdU-Antibody-clone-BU20A-Monoclonal/14-5071-37>)  
 eNOS (<https://www.bdbiosciences.com/en-us/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-enos-nos-type-iii.610296>)  
 TNNT2 (<https://www.thermofisher.com/order/catalog/product/MS-295-P>)  
 Ki67 (<https://www.thermofisher.com/antibody/product/Ki-67-Antibody-clone-SP6-Monoclonal/MA5-14520>)  
 p-H3 ([https://www.cellsignal.com/products/primary-antibodies/phospho-histone-h3-ser10-antibody/9701?site-search-type=Products&N=4294956287&Ntt=9701s&fromPage=plp&\\_requestid=2130723](https://www.cellsignal.com/products/primary-antibodies/phospho-histone-h3-ser10-antibody/9701?site-search-type=Products&N=4294956287&Ntt=9701s&fromPage=plp&_requestid=2130723))  
 GFP (<https://www.abcam.com/gfp-antibody-ab6673.html>)  
 VEGFb ([https://www.genetex.com/Product/Detail/VEGFB-antibody-6E72/GTX53099?utm\\_source=Biocompare&utm\\_medium=referral&utm\\_campaign=Biocompare\\_GeneTex](https://www.genetex.com/Product/Detail/VEGFB-antibody-6E72/GTX53099?utm_source=Biocompare&utm_medium=referral&utm_campaign=Biocompare_GeneTex))  
 NRG1 (<https://www.ptglab.com/products/NRG1-Antibody-10527-1-AP.htm>)  
 IGF1 (<https://www.origene.com/catalog/antibodies/primary-antibodies/ta805792s/igf1-mouse-monoclonal-antibody-clone-id-oti3a6>)  
 CXCL12 (<https://abclonal.com/catalog-antibodies/CXCL12RabbitAb/A18225>)  
 TGFb1 (<https://www.ptglab.com/products/TGF-beta-1-Antibody-21898-1-AP.htm>)  
 TGFb2 (<https://www.ptglab.com/products/TGFb2-Specific-Antibody-19999-1-AP.htm>)  
 TGFb3 ([https://www.bio-technie.com/p/antibodies/tgf-beta3-antibody-20724\\_mab243#technical-data-tab-tab](https://www.bio-technie.com/p/antibodies/tgf-beta3-antibody-20724_mab243#technical-data-tab-tab))  
 GAPDH (<https://www.ptglab.com/products/GAPDH-Antibody-HRP-60004.htm>)

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

Mouse Cardiac Endothelial Cells (MCECs) were purchased from Cedarlane labs (#CLU510).

## Authentication

All cell lines were authenticated by STR profiling .

## Mycoplasma contamination

All cell lines were routinely verified to be free of mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used in this study.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice are all on C57BL/6J background. Mice of 8 weeks to 12 weeks old were used in this study. Tie2-Cre/+, Hdac3flox/+, and R26eYFP mice were purchased from the Jackson Laboratory (Stock numbers: #004128, #024119 and #006148, respectively). Nfatc1Cre/+ mice were provided by Bin Zhou lab at Albert Einstein College of Medicine. Tnnt2nGFP/+ mice were provided by Chen-Leng Cai lab at Indiana University School of Medicine. |
| Wild animals            | No wild animals were used in this study                                                                                                                                                                                                                                                                                                                                                                                              |
| Reporting on sex        | Both male and female mice are used in this study.                                                                                                                                                                                                                                                                                                                                                                                    |
| Field-collected samples | No field-collected samples were used in the study.                                                                                                                                                                                                                                                                                                                                                                                   |
| Ethics oversight        | All animal protocols were approved by the Nationwide Children's Institutional Animal Care and Use Committee (IACUC #AR22-00194).                                                                                                                                                                                                                                                                                                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                            |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | E11.5 hearts were harvested in cold PBS, and then digested into single cells using 0.5% Trypsin-EDTA. the cells were washed with PBS, then resuspended in MACS buffer. Autofluorescence of YFP signal (using FITC channel) was used for detection and collection of cells. |
| Instrument                | BD influx cell sorter                                                                                                                                                                                                                                                      |
| Software                  | Flowjo V10.                                                                                                                                                                                                                                                                |
| Cell population abundance | CECs are YFP positive cells.                                                                                                                                                                                                                                               |
| Gating strategy           | Live cells were select by FSC and SSC, and then analyzed by FITC.                                                                                                                                                                                                          |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

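Bulk RNA-Seq libraries of 4 *Hdac3* KO and 4 EV MCEC samples were analysed. The group and replicate number of each library were taken from the sample titles and the column names, which carry the same group and number. The scRNA-seq and miRNA-sequencing data of the paper were not analysed here.

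The authors had the libraries prepared and sequenced by a provider (Illumina NextSeq500) and aligned the reads to mm10 with tophat2 and bowtie2. The deposited counts are raw reads per gene, without normalization. The statistics section states that the data were background-corrected, normalized and extracted as a count matrix with the lumi package. The deposited counts are whole numbers. The program that assigned reads to genes and its annotation are not named in the paper's text. The deposited FPKM values were made by the authors from the count, the gene length and the total of the library. The authors also deposited group means of counts divided by a size factor per library, a signal that is normalized for library size. The deposited log2 fold changes of *Hdac3* KO against EV MCECs are smaller in size than the ratio of the group means for genes with few reads. The p-value and adjusted p-value of each gene were made by the authors with DESeq2 and Benjamini-Hochberg adjustment, as the statistics section states; the methods also name the cufflinks suite. The deposited table holds 8278 genes, all with the authors' adjusted p-value under 0.05, of which 7976 are protein-coding. From the authors' p-values and adjusted p-values, the number of genes they tested was recovered as 16243. The 2 separate tables of lower and higher genes hold the same 8278 genes and were used only to check this.

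The total number of reads per library was recovered as the median over genes of count, length and FPKM combined. It was between 15775327 and 22255684. The genes of the table held between 84.3% and 85.9% of these reads. Library sizes were these totals multiplied by TMM factors from edgeR 4.0.16 in R 4.3.3 (limma 3.58.1). Genes were tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the 8278 genes and an adjusted p-value cut-off of 0.01. No gene was filtered out. Because the table is a selection made on the same libraries, the adjusted p-values and the counts of genes describe the listed genes and not the whole transcriptome. Normalized counts are counts divided by the relative library size. At this depth the smallest absolute log2 fold change past the cut-off was 0.07. A gene with 3 or fewer counts in a library was taken as at the floor of detection. The reads carry no molecular identifiers, so precision from their number covers counting error only.

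Single genes were also compared with a two-sided exact permutation test over the 70 arrangements of 4 libraries against 4, whose smallest p is 0.0286. The 15 gene lists tested with library scores were written before the data were examined, and the lists of *Atf4* targets, of G2 and M genes, of S phase genes and of nuclear respiratory chain genes were added after the data were seen. The library scores used a pseudocount of 1 and the same exact test. Their median log2 fold changes were ranked among 10000 random lists matched on mean expression. The genes named in the text are those the paper names, those of the lists, and the 5 highest and 5 lowest log2 fold changes among genes past the cut-off whose groups do not overlap and whose mean is at least 100 in the higher group. That rule was set before the data were examined. The replicate numbers come from the sample titles; nothing in the paper pairs the libraries, and the fit with the replicate number as a block is an alternative. Coordinates are those of the deposited table. Overlaps of exons, GC content and 3′ UTRs come from the GENCODE annotation of the same mm10 build. Gene length is that of the deposited table.

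The alternatives were DESeq2 1.42.0, its size factors, a replicate block, low-count filters at 10 counts, pseudocounts of 0.1 and 10, leaving out each library, protein-coding genes only, other cut-offs, and adjustment over 30000 genes. Other scalings, the recovered number of tested genes, and DESeq2 with a fold-change prior were added after the data were seen. Both tests were run on simulated data in which 200 of 8278 genes were changed. The edgeR test recovered 189 of the 200 with 1 false call, and DESeq2 recovered 185 with 0. All 20 lists lowered by 1 fell in the lowest 5% of matched lists, as did 2 of 60 unchanged lists. In the real libraries 8002 of the 8278 genes were past the cut-off. The simulation does not show how the tests or TMM behave there. Smaller shifts of a list were not simulated. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The Gene Ontology enrichment of the paper was not repeated. Values of some single genes of the lists are not reported here.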

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

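The tests of scaling between libraries and of cell cycle phase were chosen only after the result was seen or followed from values already seen. The tests of GC content and length, of a few genes taking most of the counts, and of nuclear respiratory chain genes were set before their results were seen, though the patterns had been seen.

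Of 86 groups of 4 libraries tested for a library far from the others, 2 had one, where chance alone gives 4.3. In *Tgfb1*, KO replicate 4 had 617 normalized counts against 719 to 737 in the other *Hdac3* KO libraries (gap divided by range 0.857). In *Tmem178*, EV replicate 2 had 137 against 102 to 106 in the other EV libraries (gap divided by range 0.908). Without KO replicate 4 the log2 fold change of *Tgfb1* was -0.49, against -0.55 with all libraries. Since 2 is below the number chance gives, no explanation was tested for either.

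All 12 genes of the mitochondrial genome in the table were lower in *Hdac3* KO MCECs, with a median log2 fold change of -0.59 and a range of -1.52 to -0.24. The paper does not report on them. Their share of the reads of the listed genes was 0.360% ± 0.020 (SD, n = 4) in *Hdac3* KO and 0.543% ± 0.024 (SD, n = 4) in EV MCECs. The median stayed lower under all 5 scalings tried, at -0.57 in the one nearest to 0. After a loess of log2 fold change on GC content and gene length over all genes it was -0.35. This bias may therefore account for part of the difference and not for all of it. With library sizes that leave out the 10 genes with most counts it was -0.72. Since library totals without TMM alone gave -0.71, the -0.72 does not isolate the effect of the 10 genes. Nuclear genes of the respiratory chain were not lower to a matching degree. Their median was -0.12, with 26 of 48 lower, at percentile 3.71 of matched random lists and inside the middle 95%. Reads shared with nuclear copies of mitochondrial genes, and differences in RNA selection between libraries, were not tested. The pattern cannot be told apart from these, and a lower mitochondrial RNA level in *Hdac3* KO MCECs remains a hypothesis.

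Of 45 cell cycle genes in the table, 40 were higher in *Hdac3* KO MCECs, with a median log2 fold change of 0.29 (percentile 99.36 of matched random lists, whose middle 95% ran from 0.06 to 0.27). With library totals in place of TMM, *Gins2* and *Pcna* turned lower and 38 were higher. The paper reports that *Hdac3* KO MCECs grew slower than EV MCECs and does not discuss these genes. Of 5 CDK inhibitor genes in the table, 4 were lower and 1, *Cdkn1a*, was higher (log2 fold change 1.79), with a median of -0.23 at percentile 11.11 of matched random lists. The median of the cell cycle genes was 0.18 in the scaling nearest to 0, which was library totals without TMM. It was 0.35 after the loess on GC content and length. With the 10 genes with most counts left out of the library sizes it was 0.16. Since library totals without TMM alone gave 0.18, the 0.16 does not isolate the effect of the 10 genes. A shift of cells towards G2 and M phase was tested as a candidate explanation. G2 and M genes had a median of 0.29 and S phase genes of 0.28, and the difference lay at percentile 61.98 of random divisions of the pooled genes, so no such shift was seen. Culture density at harvest and RNA from cells in other states were not tested. The difference may reflect the cells' cycle or their culture, and these libraries do not separate these possibilities.

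Of 30 growth factor genes in the table, 17 were lower and 13 were higher in *Hdac3* KO MCECs, and all 13 higher ones lie outside the paper's list. They include *Gdf15*, *Fgf21*, *Vegfa*, *Pgf* and *Pdgfb*. The median of all 30 was -0.60, below all 10000 matched random lists (percentile 0). The lower genes include the 7 of the paper (median -1.40), which it named for being lower in these same libraries. The percentile rests in part on that choice and was not computed without them. The log2 fold changes of the 13 ran from 0.12 to 2.05, with a median of 1.19. *Vegfa* rose to 3578 ± 56 normalized counts from 1568 ± 34 (SD, n = 4 libraries each), a log2 fold change of 1.19. With library totals in place of TMM, *Pdgfb* turned lower. The calls of *Pgf* and *Pdgfb* were close to the cut-off. The adjusted p-value of *Pgf* from edgeR's quasi-likelihood test was 0.0073, and it was above 0.01 in 10 of its alternatives, with a range of 0.0040 to 0.027 over all of them. That of *Pdgfb* was 0.0077, and up to 0.0495 when one library was left out. The median of the 13 genes was 1.07 in the scaling nearest to 0, which was library totals without TMM. It was 1.20 after the loess on GC content and length, and 1.06 with the 10 genes with most counts left out. Since library totals without TMM alone gave 1.07, the 1.06 does not isolate the effect of the 10 genes. These tests cannot rule out a technical explanation, since the genes were chosen for being higher. Of the 7 growth factors it lists, the paper reports a significant decrease of protein in *Hdac3* KO MCECs for TGFβ3 only. Whether the secretome of *Hdac3* KO MCECs gained any of the 13 higher growth factors may be tested at the protein level.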

How the results depend on the processing

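The counts of genes depended on the fold-change requirement and little on the test. At an adjusted p-value under 0.01, 4107 genes were lower and 3895 higher. A further log2 fold change beyond 1, 1.5 or 2 left 692, 284 or 127 lower genes and 367, 187 or 112 higher genes. In the authors' deposited table, 3494 genes were lower and 3653 higher at their adjusted p-value under 0.01. The same requirements left 484, 128 or 44 lower genes and 239, 56 or 15 higher genes of the authors. DESeq2 with a fold-change prior, the authors' size factors and a log2 fold change beyond 1, a setting chosen after seeing the data, gave 511 lower and 264 higher genes. The median absolute log2 fold change of 0.41 among genes past the cut-off shows why this requirement moves the counts.

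The other alternatives stayed within 1.5 times the main counts. DESeq2's Wald test gave 3988 lower and 3790 higher genes, DESeq2 size factors gave 4106 and 4016, and adjustment over 30000 genes gave 3948 and 3527. The fits that each left out one library gave from 3955 to 4024 lower and from 3634 to 3806 higher genes. With the replicate number as a block, 4106 genes were lower and 3866 were higher, and the mean correlation of same-numbered libraries was -0.02. A cut-off of 0.05 gave 4107 lower and 4129 higher genes, and since the table holds only genes past 0.05 in the authors' test, this count is close to the whole table.

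Library totals without TMM factors, a scaling chosen after seeing the data, moved the median of all genes by -0.12 on the log2 scale. It gave 4120 lower and 2671 higher genes, so that 39.3% of the calls were higher in place of 48.7%. *Hdac3* was -0.56 under this scaling against -0.45, and -0.45 relative to the shift. The authors' size factors, also chosen after seeing the data, gave 4087 lower and 4129 higher genes. Which genes remained across these settings was not counted. Alternatives set for normalized values, such as a pseudocount in the test of single genes, were not run because the values are counts.

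*Hdac3*, the 7 growth factor genes and the 6 Wnt and Hedgehog genes of the paper were lower and past the cut-off in each alternative run. *Igf1* has no value under the filter of at least 10 counts in all 8 libraries, which removes it. A further set of single genes was run through the same alternatives, the 10 genes with the largest changes and *Areg*, *Cdkn1a*, *Fgf21*, *Gdf15*, *Pgf* and *Vegfa* among them. The filter of at least 10 counts in all 8 libraries removes *Tmem178*, *Pgf* and *Areg* of that set, and the filter on the mean count removes *Pgf* and *Areg*. In the alternatives that keep them 10 calls were lost, all of *Pgf*, and no gene of the set reversed. Single genes of the lists were not run through all alternatives. Under library totals without TMM some of them change direction, as named beside the lists, and *Pdgfb* also had an adjusted p-value of up to 0.0495 in edgeR's quasi-likelihood test when one library was left out. The scores of the gene lists kept their direction in each alternative run. Each fit that left out one library gave an exact p of 0.0286, the smallest that 3 libraries against 4 can give, and since the genes of the table were selected on the same libraries this shows little. Pairing the libraries cannot give an exact p under 0.125 and is reported as a value, and the block cannot move a balanced difference. The interferon response score ran from -1.32 to -1.38 across the fits that each left out one library.

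Of the 35 splits of the 8 libraries into groups of 4, only the real one gave as many genes past an adjusted p-value of 0.01 (8002), and the others gave 0. Among the 8 splits that part all same-numbered pairs it was 1 of 8. The genes of the table were selected by the real split, so this comparison could hardly have come out otherwise and shows no stability. The remaining splits leave some same-numbered libraries on one side.

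Depth limits the genes with few reads. *Igf1* had 2 to 5 reads per *Hdac3* KO library, at or near the floor of 3 counts, so its log2 fold change is the least precise of the 7 growth factor genes the paper names (standard error 0.30). Of the other growth factor genes, *Pgf* had a standard error of 0.44.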

Differences from the paper's values

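The paper reports 484 downregulated and 239 upregulated genes. At the adjusted p-value cut-off of its statistics section, 4107 lower and 3895 higher genes were counted here. Of the alternatives set before the data were examined, a log2 fold change beyond 1 brought the lower genes to 692, within 1.5 times the paper's value, and one beyond 1.5 brought the higher genes to 187. The others left both counts more than 1.5 times away, including a log2 fold change beyond 1 for the higher genes (367) and beyond 1.5 for the lower genes (284). DESeq2 with a fold-change prior, the authors' size factors and a log2 fold change beyond 1 gave 511 and 264 genes, within 1.5 times of both values, and was chosen after seeing the values.

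In the authors' deposited table, 3494 genes were lower and 3653 were higher at their adjusted p-value under 0.01, against the paper's 484 and 239. With a log2 fold change beyond 1 in that table, an alternative set before the data were examined, the counts were 484 and 239, the paper's values. A log2 fold change beyond 1.5 (128 and 56) or 2 (44 and 15), a cut-off of 0.05 (4107 and 4171) and protein-coding genes only (3397 and 3554) left both more than 1.5 times away. Under that requirement, 4 of the 7 growth factor genes and 2 of the 6 Wnt and Hedgehog genes that the paper names as downregulated are among the 484. All of these genes are past the authors' adjusted p-value of 0.01.

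In the heatmap of Supplementary Fig. 9B, read by eye, *Tgfb1* is lowest in KO1, and the other *Hdac3* KO columns are close in color to EV1 and EV2. In the normalized counts here KO replicate 4 was lowest, with 617 against 737 in KO replicate 1, and each *Hdac3* KO library was below each EV library, the lowest of which had 960.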

Other observations

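The tests of *Atf4* targets, of other splits of the libraries and of one culture were chosen after the result was seen or followed from values already seen. *Cth*, one of the *Atf4* targets, had been seen among the genes with the largest changes. The tests of miR-129-5p seed matches and of chromosome 11 were set before their results were seen.

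*Gdf15* and *Fgf21*, higher in *Hdac3* KO MCECs by 2.05 and 1.67 on the log2 scale, are targets of the stress-response factor *Atf4*. A stress response was tested as a candidate explanation on 30 other *Atf4* targets. All 30 were higher in *Hdac3* KO MCECs, with a median log2 fold change of 0.96, above all 10000 matched random lists (percentile 100). *Trib3* rose by 1.97 and *Ddit3* by 1.23. With library totals in place of TMM, *Atf5* turned lower. The lowest median over 5 scalings was 0.84, and the median after a loess on GC content and gene length was 1.13. The paper does not report on these genes. The libraries are consistent with an active *Atf4* program in *Hdac3* KO MCECs, a hypothesis found and tested on the same data. Culture conditions such as medium exhaustion could give the same pattern and were not tested.

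Targets of TGFβ signaling had a median log2 fold change of -0.23, with 6 of 11 lower, at percentile 13.27 of matched random lists.

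The interferon response genes were the list with the lowest median, as response to interferon-beta is the leading term of Supplementary Fig. 9A. The log2 fold change of *Irf7* was -2.26. Both groups had lentiviral transduction according to the sample labels, and whether the cells differed in their response to the vector was not tested.

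The paper reports that miR-129-5p is higher in *Hdac3* KO MCECs. If it lowered many mRNAs, genes with its seed match GCAAAAA in the 3′ UTR would have lower log2 fold changes. Of 7921 genes with an annotated 3′ UTR, 1001 have the match. At fixed UTR length and share of A and T bases, the coefficient of the match was -0.0056. It ranked 21 from the lowest among 42 sequences of the same base composition, so no such shift was seen. In simulated data, fold changes were shuffled among genes, genes with the match were lowered by 0.2, and the match ranked 1. A shift of 0.2 exceeds the size of every real coefficient, from -0.073 to 0.079. Whether a smaller shift would be seen was not tested. The annotated 3′ UTR of *Tgfb3* (1035 bases, chromosome 12, minus strand) and the rest of its transcript contain 0 copies of GCAAAAA and 0 of CAAAAA. The paper reports that mimics of miR-129-5p lowered *Tgfb3* in MCECs. It also reports that knockdown of miR-129-5p brought TGFβ3 back up in *Hdac3* KO MCECs. The paper does not state that miR-129-5p binds *Tgfb3* mRNA, and other modes of regulation were not tested.

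On chromosome 11, 60.1% of the 680 genes in the table were higher in *Hdac3* KO MCECs, against 49.6% on the other autosomes together and 53.9% on the next highest. After a loess on GC content and gene length the share was 64.7%, against at most 57.8% on another autosome. This bias therefore did not account for it. A gain of part of the chromosome was tested as a candidate explanation. The highest share in any window of 20 Mb was 66.3%, at percentile 12.81 of shuffles of the genes along the chromosome, so no part stood out. A gain of the whole chromosome in some cells was not tested by this. The median log2 fold change of the chromosome was 0.18, and the cause remains open.

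The spread between libraries of a group was small, with a common biological coefficient of variation of 2.82%. Libraries made from one culture could give this, and so could separate cultures of one line, so the value cannot tell how independent the replicates were. The paper's reporting summary says that its in vitro studies typically have several technical replicates, without naming the RNA-Seq libraries. It also says that the figure legends give the number of biological replicates, and the legend of Supplementary Fig. 9 gives n = 4 in each group. If the 4 libraries of a group are technical replicates, the SDs and p-values describe these cultures and not the variation between independent ones. No libraries were duplicates of each other: the chi-square per gene between libraries of a group was between 1.80 and 3.67.

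The paper's western blot values (source data of Supplementary Fig. 9C) and the RNA counts can be set side by side. The paper's mean HDAC3 protein in *Hdac3* KO MCECs was 6.90% of EV (n = 6), and the mean normalized RNA count was 73.5% of the EV mean (n = 4). For TGFβ3 the paper's protein was 2.67% of EV (n = 6) and the RNA 17.9%. The paper's protein was 103% for TGFβ2 and 87.1% for TGFβ1 (n = 6), and the RNA was 53.4% and 68.3%. For IGF1 the paper's protein was 141% (n = 4) and the RNA 5.14%. For CXCL12 they were 111% and 21.1%, for NRG1 91.5% and 37.8%, and for VEGFβ 75.0% and 63.9%, the first of each the paper's protein (n = 4). For CXCL12 the source data state a number of values that differs from the number listed, and the listed values were used. No explanation was tested for these differences.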
